# TGF*β* pathway limits dedifferentiation following WNT and MAPK pathway activation to suppress intestinal tumourigenesis

**DOI:** 10.1038/cdd.2017.92

**Published:** 2017-06-16

**Authors:** Patrizia Cammareri, David F Vincent, Michael C Hodder, Rachel A Ridgway, Claudio Murgia, Max Nobis, Andrew D Campbell, Julia Varga, David J Huels, Chithra Subramani, Katie L H Prescott, Colin Nixon, Ann Hedley, Simon T Barry, Florian R Greten, Gareth J Inman, Owen J Sansom

## Abstract

Recent studies have suggested increased plasticity of differentiated cells within the intestine to act both as intestinal stem cells (ISCs) and tumour-initiating cells. However, little is known of the processes that regulate this plasticity. Our previous work has shown that activating mutations of *Kras* or the NF-*κ*B pathway can drive dedifferentiation of intestinal cells lacking *Apc*. To investigate this process further, we profiled both cells undergoing dedifferentiation *in vitro* and tumours generated from these cells *in vivo* by gene expression analysis. Remarkably, no clear differences were observed in the tumours; however, during dedifferentiation *in vitro* we found a marked upregulation of TGF*β* signalling, a pathway commonly mutated in colorectal cancer (CRC). Genetic inactivation of TGF*β* type 1 receptor (*Tgfbr1/Alk5*) enhanced the ability of *Kras*^*G12D/+*^ mutation to drive dedifferentiation and markedly accelerated tumourigenesis. Mechanistically this is associated with a marked activation of MAPK signalling. Tumourigenesis from differentiated compartments is potently inhibited by MEK inhibition. Taken together, we show that tumours arising in differentiated compartments will be exposed to different suppressive signals, for example, TGF*β* and blockade of these makes tumourigenesis more efficient from this compartment.

Since the description of ‘top-down’ adenoma formation of colorectal tumours there has been discussion over the cell of origin of colorectal cancer (CRC). Here, human dysplastic crypts, carrying mutations of the *APC* tumour suppressor gene, were detectable exclusively at the top part of colonic crypts in patients with adenomatous polyps.^1^ Importantly, cells at the base of the crypts, on which the polyps were located, were morphologically normal and did not carry an *APC* mutation. However, histopathological analyses have also suggested a stem cell route through to the identification of monocryptal adenomas in patients who develop familial adenomatous polyposis due to a germline mutation in *APC*, supporting the ‘bottom-up’ model of intestinal tumourigenesis.^2^

To elucidate the cell of origin of human CRC, many studies have used ‘proof-of-concept’ approaches using genetically engineered mice to target different cell types and assess if they initiate tumourigenesis. This extensive work has also suggested two routes of intestinal cancer. In support of the ‘bottom-up’ model, one efficient route is where intestinal stem cells (ISCs) are transformed via *Apc* loss or stable expression of *β*-catenin and very rapidly form adenomas.^3, 4, 5^ At the same time, experimental evidence also supports the ‘top-down’ model of intestinal tumourigenesis, where non-ISCs are transformed and serve as cells of origin. However, non-ISCs alongside *Apc* loss require additional events to initiate tumourigenesis.^6, 7, 8^ Activation of oncogenic *Kras*^*G12D/+*^ or NF-*κ*B activation concomitantly with *Apc* loss can drive a dedifferentiation programme within the villus epithelium.^6^ It has also been shown that the long-lived differentiated DCLK1^+ve^ Tuft cells can act as a cell of origin for intestinal cancer^8^ if *Apc* loss was combined with inflammation. Moreover, elegant work by Davis *et al.*^9^ showed that the stromal microenvironment has a critical role in suppressing dedifferentiation. Disruption of the Gremlin-1 morphogen gradient within the intestinal epithelium led to the formation of ‘crypts in villus’, indicating that *Apc*-deficient enterocytes indeed dedifferentiated.

Recent sequencing studies have confirmed that in CRC alongside *APC* mutation there are common mutations in *KRAS*, *TP53* and *PI3KCA* genes. Additionally, the TGF*β* family members are also very commonly mutated or deregulated.^10^ Deletion, downregulation or inactivating mutations can occur in *TGFBR1*, *TGFBR2* and the SMAD effectors (*SMAD2–4*).^11, 12, 13^ Frameshift mutations in *TGFBR2* have been predominantly identified in CRC with mismatch repair (MMR) defects.^14^ In tumours with functional MMR, TGF*β* signalling is commonly abolished by loss of SMAD4.^11, 15^

In addition to this clear tumour-suppressive role, TGF*β* signalling also has tumour-promoting effects in the late stages of CRC. Enhanced levels of TGF*β* ligand expression has been associated with advanced tumours,^16^ and the activation of an epithelial-to-mesenchymal transition (EMT) programme.^17, 18^ High levels of TGF*β* target genes, in the stromal cells of CRC patients, are associated with poor prognosis,^19^ and in the recent publication of the consensus molecular subtypes of human CRC, high levels of TGF*β* signalling define a mesenchymal subtype with the poorest prognosis.^20^

Since TGF*β* signalling is commonly deregulated in CRC, we functionally explored the importance of this pathway and found that the likely driving force, behind these mutations, is the inhibition of its prodifferentiation tumour-suppressive effect. Mechanistically further deregulation of MAPK signalling is important for this phenotype.

## Results

### Transcriptome profiling of tumours derived from crypts *versus* villi failed to reveal major differences

Acute deletion of *Apc* in the intestinal epithelium, using *VillinCre*^*ER*^ (referred to from now on as *VilCre*^*ER*^*Apc*^*fl/fl*^), causes a crypt-progenitor phenotype characterized by enlarged intestinal crypts when compared with the wild-type intestine (Figure 1a). An additional oncogenic mutation in *Kras* (referred to from now on as *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^) results in a marked increase in crypt size (Figure 1a) with the presence of proliferative cells in the villus, which are not detected in wild-type or *VilCre*^*ER*^*Apc*^*fl/fl*^ mice (Figures 1b and c), showing that the additional mutation of *Kras* can drive proliferation in differentiated enterocytes.

In our previous studies, we have demonstrated that villi purified from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice grow *in vitro* as spheroids with tumourigenic capacity (unlike villi purified from either wild-type or *VilCre*^*ER*^*Apc*^*fl/fl*^ mice).^6^ To investigate this process further, we analysed the transcriptomes of tumours derived through subcutaneous injection of either spheroids derived from crypts (CDS) or Villi (VDS) purified from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice. Surprisingly, our microarray analysis revealed no consistent differences between tumours derived from injection of CDS or VDS (Supplementary Data 1), indicating that in these models the cell of origin did not modify the transcriptional profile of the tumours. This also suggested that dedifferentiation, provoked by WNT activation and *Kras*^*G12D/+*^ mutation, was complete and that, after transplantation, the cell of origin does not affect subsequent gene expression. To investigate this in an autochthonous environment, we then compared gene expression when WNT pathway activation (using a *β*-catenin mutant that cannot be targeted for degradation – referred to as *Ctnnb*^*loxEx3/+*^), coupled with an oncogenic *Kras*^*G12D/+*^ mutation, was targeted to just differentiated cells, using *Xbp1sCre*^*ER*^, or to all cells, using *VilCre*^*ER*^. Remarkably, expression profiles from epithelial extractions (performed when intestines showed a similar crypt-progenitor phenotype, 7 days for *VilCre*^*ER*^ and 21 days for *Xbp1sCre*^*ER*^) did not reveal any significant differences, again suggesting that once cells had undergone dedifferentiation the gene expression pattern of the initiating cells is lost (Supplementary Data 2a and b).

### TGF*β* signalling pathway is upregulated following WNT and oncogenic KRAS activation

We reasoned that to have a better understanding of the pathways responsible for dedifferentiation, we would need to investigate transcriptional changes as the process was occurring. 

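RNA of spheroids in culture was measured on Affymetrix mouse arrays that carry 45101 probe sets, with 3 arrays of CDS and 3 arrays of VDS. Spheroids are closed epithelial bodies that grow in Matrigel, and both kinds carried the loss of Apc and the activated Kras allele. Crypts and villi were cultured in the same medium with EGF at 50 ng/ml and Noggin at 100 ng/ml. For the villi, mice received 80 mg/kg tamoxifen on 2 consecutive days and were sampled 1 day after induction. The column names of Supplementary Data 3 carry the same 3 numbers for CDS and VDS. These were read as mice, so arrays of the same replicate number were taken to come from the same mouse. The authors corrected the background, quantile normalized the arrays and summarized the probes of each probe set by RMA. The deposited values are RMA intensities on a linear scale, and log2 was taken before any test. The deposited table holds 7852 of the 45101 probe sets, and each of them had either a fold change of at least 1.5 or an adjusted p of at most 0.05 over the whole array. A gene is counted as in the table where a probe set is annotated to it alone. The probe sets named for Raf1, Serpine1 and Acvr2a in Supplementary Table 1 do not meet this. These genes enter the counts of Supplementary Table 1 but not those of the gene lists. Since 2307 probe sets have no gene name and 98 have several, a gene not counted may still have a probe set there, and no count from the table describes the unchanged part of the transcriptome. The median intensity over the table ranged from 82.2 to 90.0 in the CDS arrays and from 65.1 to 72.9 in the VDS arrays. The number of arrays limits the precision. VDS and CDS were compared with limma without a mouse term, and a probe set was called at a fold change of at least 1.5 and an adjusted p under 0.05 over the table. Because the table was preselected, this adjustment is lenient. Each count was therefore also made with the adjustment over all 45101 probe sets, using the variance prior recovered from Supplementary Data 3, of which 6905 of 7852 rows were left out of the copy used here. This second adjustment was chosen after seeing the data. Where it was combined with the mouse as a block, the prior was estimated on the table instead, so block and prior changed together. The methods' t-test below is an unmoderated t-test, of the kind that the methods name for statistics in general. It is not the limma fit that the authors used for the arrays. A gene was read at its probe set with the highest mean over the 6 arrays, unless the paper names a probe set.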

For this reason, we profiled VDS *versus* CDS, purified from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice, while they were still in culture. This approach proved more successful, and we were able to observe significant deregulation of a number of different growth signalling pathways (fold-change cutoffs⩾1.5, *P*⩽0.05; Supplementary Figure 1a and Supplementary Data 3). It was particularly notable that numerous members of the TGF*β* family and superfamily were upregulated in the VDS compared with CDS (fold-change cutoffs⩾1.5; Supplementary Table 1 and Supplementary Data 3). 

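Genes of several growth signalling pathways moved in both directions between VDS and CDS. Receptors and ligands of the ERBB family rose, among them the receptors Egfr (log2 fold change 0.86, SE 0.27, adjusted p = 0.0181 from limma), Erbb2 (0.68, SE 0.21, adjusted p = 0.0182) and the ligands Tgfa and Ereg (0.94, SE 0.28, adjusted p = 0.0158). All 5 ERBB genes in the table, out of 13 listed, were called higher at their brightest probe set, and 1 of them, Erbb2, with the adjustment over the whole array, whereas with the mouse as a block as well Egfr alone was called. Without CDS replicate 1 none of the 5 was called by limma at these probe sets (3 at an unadjusted p under 0.05), 2 were without CDS replicate 2 or VDS replicate 3, and 1 without VDS replicate 2 or by the methods' t-test. Another probe set of Egfr rose by 0.88 (SE 0.21, adjusted p = 0.00879 from limma) and was called over the whole array and whichever array was left out. Of 12 MAPK pathway components in the table, 5 were higher and 4 lower in VDS, and 3 and 4 with the adjustment over the whole array. The small GTPase Rras was upregulated (log2 fold change 0.86, SE 0.21, adjusted p = 0.0089 from limma), whereas the kinase Araf was downregulated (−1.71, SE 0.23, adjusted p = 0.00242). Target genes of ERK were also split, with 5 higher and 3 lower (2 and 2 over the whole array). Epha4 rose by 1.14 on the log2 scale, and of the inhibitors of RAS signalling Spred1 fell by 1.74 and Spred2 rose by 1.11 (SE 0.20, adjusted p = 0.0034 from limma), though not with the mean of its probe sets. Of 13 PI3K and AKT pathway components in the table, 8 were higher and 4 lower (4 and 4 over the whole array). Akt1 had a log2 fold change of 0.85 (SE 0.22, adjusted p = 0.011 from limma), while the kinase Gsk3b fell by 1.34 and Rictor, a component of an mTOR complex, had a log2 fold change of −1.01. In the Notch pathway 3 of 5 genes in the table were higher at their brightest probe set under both adjustments, the ligand Dll4 (log2 fold change 0.66) and the proteases Adam17 (0.69) and Adam10 (0.92). Another probe set of Adam10 fell by 1.12 and was called lower under both adjustments, so its direction depends on the probe set. The targets of NF-κB Csf1 (log2 fold change 1.05), Bcl3 and Icam1 were all higher, with Csf1 alone called over the whole array. Smo, the only Hedgehog gene in the table, fell by 1.33 and was also called over the whole array. WNT target genes showed 4 higher and 5 lower of 11 in the table, and 1 and 1 over the whole array. Among them the tight junction gene Cldn2 rose by 1.36, and Lgr5, a marker of ISCs, fell by 1.47 at the only probe set in the table annotated to it. Any probe set of Lgr5 that did not meet the table's criteria cannot be seen there. Of 10 proliferation genes in the table, 7 were higher and 3 lower, and 3 and 2 over the whole array. The mitotic kinase Plk1 (log2 fold change 0.95) and the spindle factor Tpx2 (0.77) were upregulated, whereas Top2a fell by 1.45. For each of these lists the counts were the same when adjusted over the list alone or with the mouse as a block. Single arrays moved the numbers of genes called higher. Without CDS replicate 1 these were 3 proliferation genes, 2 ERK targets, 2 PI3K and AKT components, 1 NF-κB target and 0 WNT targets by limma (1 at an unadjusted p under 0.05), with Lgr5 as the 1 WNT target still lower. Without CDS replicate 2 they were 2 proliferation genes, 3 ERK targets, 2 MAPK and 4 PI3K and AKT components and 2 WNT targets (2 lower). Leaving out VDS replicate 1 gave 4 proliferation genes and 5 Notch genes higher and 1 WNT target lower. Leaving out VDS replicate 2 gave 3 proliferation genes, 3 MAPK and 5 PI3K and AKT components, 1 Notch gene, 1 NF-κB target and 2 WNT targets higher (3 lower), and VDS replicate 3 gave 3 ERK targets, 5 PI3K and AKT components, 1 NF-κB target and 1 WNT target higher. The balance depended on the scaling. After cyclic loess 0 proliferation genes were higher and 2 lower, 1 MAPK component higher and 3 lower, 3 PI3K and AKT components higher and 3 lower, 1 WNT target higher and 3 lower, and 3 ERBB genes higher. A second quantile normalization gave 3 and 2, 3 and 4, 5 and 3, 1 and 2, and 3 for the same lists, and centring on array medians 8 MAPK components higher and 4 lower, 4 WNT targets higher and 1 lower and 5 Notch genes higher. By the methods' t-test 2 proliferation genes were higher and 2 lower, 3 PI3K and AKT components higher and 4 lower, 2 ERK targets higher and 2 lower, 1 WNT target higher and 1 lower, and 1 NF-κB target higher. No probe set in the table was annotated to Apc, Ctnnb1, Kras, Pik3ca, Trp53 or Dusp4.

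**Figure D1:**
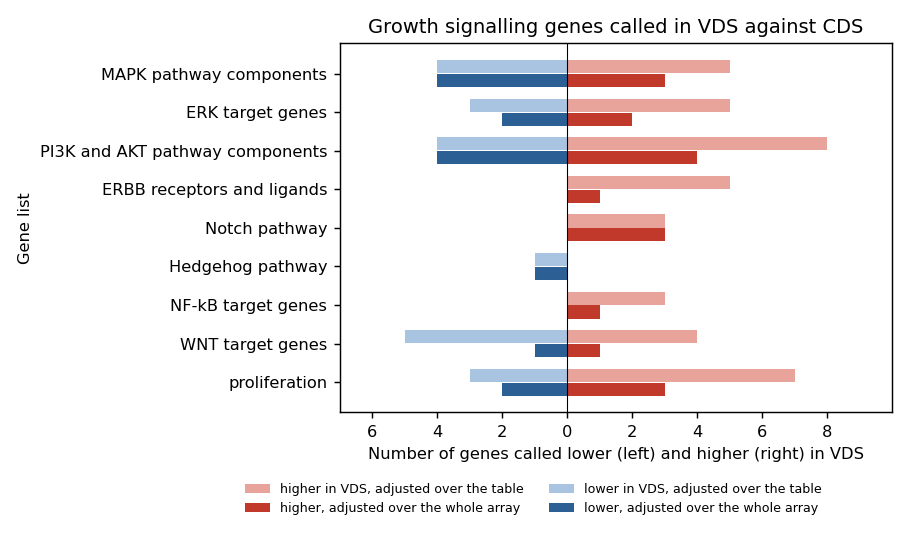
Number of genes called lower (bars to the left of 0) and higher (bars to the right) in VDS against CDS in each growth signalling list, from 3 arrays per group. Pale bars give calls adjusted over the table and dark bars calls adjusted over the whole array, such as 5 and 1 for the ERBB genes that were higher.

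Across the table, 2758 probe sets were higher and 4115 lower in VDS, 6873 in all, and 1702 and 3066 with the adjustment over the whole array. At the thresholds the paper states, without adjustment of P, 6917 probe sets passed, and 7001 with the variance prior recovered from Supplementary Data 3. The largest rises among genes were those of Clps, a colipase of the exocrine pancreas (log2 fold change 2.72, SE 0.46, adjusted p = 0.00318 from limma), Epb41l3 (2.41, SE 0.54, adjusted p = 0.00656) and the duodenal transcription factor Pdx1 (2.29, SE 0.34, adjusted p = 0.00243). The largest falls were those of Trpm7, an ion channel kinase (−2.36, SE 0.23, adjusted p = 0.00242), and Clec2d (−2.23). The B1 and B2 repeat control probe sets of the array were also lower in VDS, with log2 fold changes of −0.90 and −0.92, and of the 2307 probe sets without a gene name 6.42% were higher. The share of called probe sets that were higher was 40.1%, but 60.6% (3329 higher and 2168 lower) after centring the arrays on their medians, 54.1% after a second quantile normalization and 51.3% after cyclic loess. It was 22.3% (717 higher and 2496 lower) with the mouse as a block and the adjustment over the whole array together, and 15.4% (352 and 1929) at a fold change of at least 2. Without CDS replicate 1 the count of called probe sets dropped from 6873 to 4464, and those called higher were 1473, against 1687 without CDS replicate 2 and 1564 without VDS replicate 2.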

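At the probe sets named in Supplementary Table 1, 20 of 26 genes were higher and 6 lower in VDS than in CDS, and 19 rises and 5 falls were called. The study chose this list on these samples, so its counts, also those adjusted over the list alone (19 and 5), are not independent evidence of a direction. The largest rise was that of the ligand Tgfb3, with a log2 fold change of 1.58 (SE 0.57, adjusted p = 0.0257 from limma), although its log2 intensity varied widely, at 4.77 ± 1.12 (SD, n = 3) in CDS and 6.35 ± 0.89 (SD, n = 3) in VDS. Smurf1, a ubiquitin ligase that acts on SMADs and receptors of the pathway, rose by 1.36 (SE 0.22, adjusted p = 0.00305 from limma) and Pmepa1, a target and inhibitor of TGFβ signalling, by 0.93 (SE 0.23, adjusted p = 0.00941). The receptors Tgfbr2 (log2 fold change 0.74, SE 0.25, adjusted p = 0.0215), Tgfbr1 (0.72, SE 0.28, adjusted p = 0.0312) and Acvr1 (0.78, SE 0.25, adjusted p = 0.0185) were called higher by limma, as were Bmp7 (0.66) and Smad3 (0.64). The ligand Tgfb1 had a log2 fold change of 0.71 (SE 0.43, adjusted p = 0.128 from limma), with overlapping arrays, and Fos of −0.93 (SE 0.46, adjusted p = 0.0759). With the mouse as a block, both were called, at adjusted p = 0.039 for Tgfb1 and 0.0495 for Fos from limma. The kinases Mapk14 and Mapk8 had log2 fold changes of −1.44 and −1.20, Bcl2 of −1.31 and Bmp4 of −0.70. The probe sets of Mapk8, Bcl2 and Bmp4 were dim. Their mean log2 intensities were 4.74, 4.23 and 4.395 in CDS and 3.54, 2.92 and 3.70 in VDS. The probe set listed for Acvr2a, which the platform annotation assigns to Orc4 and Acvr2a alike, fell by 0.88.

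**Figure D2:**
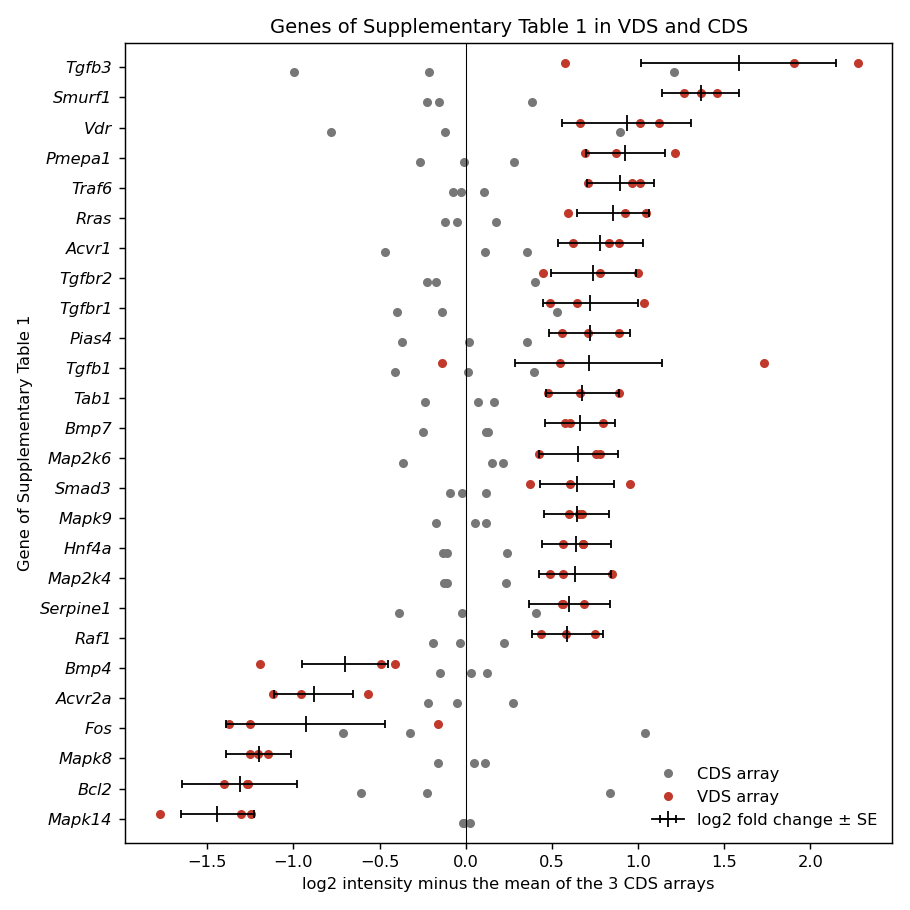
Log2 intensity of each of the 26 genes in the 3 CDS arrays (grey points) and the 3 VDS arrays (red points), relative to the mean of the CDS arrays, with the log2 fold change and its SE from limma (black bars). For Smurf1 all VDS arrays lie above all CDS arrays, whereas those of Tgfb1 and Tgfb3 overlap.

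With the adjustment over the whole array, 11 rises and 4 falls of the 26 were called. Those of Tgfb3, Tgfbr1, Tgfbr2, Acvr1, Map2k6, Pias4, Serpine1, Vdr and Bmp4 were not. The rises of Smurf1, Pmepa1, Traf6 and Rras and the falls of Mapk14, Mapk8, Bcl2 and Acvr2a were called whichever array was left out, whereas Tgfb3, Tgfbr1, Tgfbr2, Acvr1, Bmp7 and Smad3 were not called without CDS replicate 1, when 13 of the 26 were called (14 without VDS replicate 2 or by the methods' t-test, 12 after cyclic loess). Rises called numbered 9 without CDS replicate 1, 10 without CDS replicate 2 or VDS replicate 2 and 12 without VDS replicate 3. Rras and Mapk8 were not called after cyclic loess, nor Bcl2 after cyclic loess, a second quantile normalization or by the methods' t-test. Acvr2a was not called after either of these scalings or centring on array medians. Falls called numbered 2 after a second quantile normalization, 3 after median centring and 1 after cyclic loess. With only probe sets of log2 5 or more in 3 arrays, 2 falls were called, those of Mapk14 and Acvr2a. The probe sets of Mapk8, Bcl2 and Bmp4 were left out by this filter. Of 40 TGFβ ligands, receptors and SMADs, 10 were among the deposited probe sets, with 6 called higher, 1 lower (Bmp4) and 3 not called (the same counts when adjusted over the list alone). Acvr2a, called lower under both adjustments at a probe set also annotated to Orc4, is not counted among the 10. All 7 called genes are also in Supplementary Table 1, so this count repeats them. Bmp7 and Smad3 were called over the whole array, 4 of the 10 after cyclic loess and 2 by the methods' t-test. None of the 10 was called by limma without CDS replicate 1 (3 at an unadjusted p under 0.05), 2 were without VDS replicate 3, and 4 without CDS replicate 3 or VDS replicate 2, with the direction of each unchanged. With the mouse as a block 8 were higher and 1 lower, and under the block and the adjustment over the whole array together Tgfb3 alone was called, while Bmp7 and Smad3 were not. That joint setting used a prior estimated on the table in place of the recovered one, so these lost calls cannot be credited to the block. After centring on array medians 9 were higher and none lower, and Bmp4 was not called after any of the 3 scalings. Of 31 target genes of TGFβ and SMADs, 12 were in the table, 8 higher, 1 lower (Id4, which fell by 0.84) and 3 not called, again with the same counts when adjusted over the list alone. Since 58.2% of all probe sets with 1 gene name were higher, a surplus of rises is not by itself particular to this list. The highest-ranked targets were Smurf1, Pmepa1 and the transcription factor Bhlhe40 (log2 fold change 0.89, SE 0.19, adjusted p = 0.0054 from limma). Over the whole array 4 were higher and 1 lower, the methods' t-test called 5, and without CDS replicate 1 a total of 4 were called. After centring on array medians 8 targets were higher and 0 lower, so that Id4 was not called. With the mouse as a block 8 were higher and 3 lower, Tgfbi (adjusted p = 0.0168 from limma) and Snai2 (0.0372) being called lower beside Id4, and 3 were lower without CDS replicate 3 as well. Without CDS replicate 2 or VDS replicate 3, 5 were higher, and without VDS replicate 2, 4 were higher and 2 lower. Of the 9 called targets, Smurf1 and Pmepa1 are also in Supplementary Table 1, while 6 of those higher and Id4 are not. Cdkn1a, which encodes p21 and is among the 8 higher targets, rose by 0.70 at its probe set with the higher mean over the 6 arrays. It fell by 0.60 at the other, which was the brighter one in CDS (log2 intensity 10.89 against 10.51) and was not called over the whole array. Its direction therefore depends on the probe set. No probe set in the table was annotated to Smad2, Smad4 or Smad7. From the rise of numerous members of the TGFβ family and superfamily in VDS, the paper went on to examine TGFβ signalling in vivo. From these and its in vivo results it proposes that WNT and KRAS signalling can promote TGFβ signalling, above all in cells dedifferentiating where crypt and villus meet.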

To assess whether upregulation of TGF*β* signalling was also occurring *in vivo*, we examined the activity of TGF*β* signalling immediately after combined acute loss of *Apc* and *Kras*^*G12D/+*^ mutation. We detected phosphorylated SMAD3 (pSMAD3) positivity mainly in the villus aberrant foci when compared with the adjacent normal epithelium in *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice (Figure 1d and Supplementary Figure 1b). Furthermore, p21 (a mediator of TGF*β* signalling) was highly expressed in the *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ villi when compared with wild-type villi (Figure 1e). We also observed increased levels of *Smad7* (a canonical TGF*β* target gene) in *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice along the crypt–villus axis compared with wild-type intestine (Supplementary Figure 1c).

We then assessed the activation state of the TGF*β* signalling pathway in intestinal tumours developed in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice. These mice develop tumours in both the small and large intestine upon loss of the remaining wild-type *Apc* allele (Supplementary Figure 2a). Importantly, tumours from these mice resemble both the top-down (Supplementary Figures 2b and d) and bottom-up morphologies (Supplementary Figures 2c and d). Importantly, we detected high levels of pSMAD3 and p21 in the top-down lesions, indicating an activation of TGF*β* signalling (Supplementary Figures 2e and f). Tumours generated according to the bottom-up model show a morphogenic pSMAD3 gradient along the crypt–villus axis (Supplementary Figure 2g).

Thus, these results suggest that WNT and KRAS signalling can promote TGF*β* signalling, particularly in cells that are dedifferentiating at crypt–villus junctions.

### TGF*β* signalling in wild-type intestine is higher as cells differentiate but is not essential for homeostasis

The TGF*β* pathway has been previously reported to form a gradient along the vertical axis of the intestinal epithelium with the highest activity in differentiated cells and lowest activity in the crypt.^21^ However, studies that have genetically ablated TGF*β* signalling either via receptor or SMAD4 deletion, have not reported marked effects on homeostasis.^22, 23^ For our studies if tumour cells arise further up the crypt–villus axis, they may be exposed to a high level of TGF*β* signalling that might prevent dedifferentiation and limit proliferation. We first examined the expression of TGF*β* signalling components in wild-type intestine. We compared *Tgfbr1* and *Tgfbr2* mRNA expression in freshly purified crypts with villi (which include intravillus stromal cells). mRNA of both receptors was detectable in both compartments with higher levels in the villus (Figures 2a and b). The *Tgfb1* ligand expression was mainly detected in the intravillus region (Figure 2c), suggesting that the differentiated compartment might be exposed to more ligand and therefore activate TGF*β* signalling to a higher extent. We then stained wild-type intestines for pSMAD3. Nuclear pSMAD3 was mainly detected in the late transit-amplifying and differentiated cells (Figure 2d).

In line with previous studies, deletion of either *Tgfbr1* (*VilCre*^*ER*^*Tgfbr1*^*fl/fl*^) or the key downstream transcription factor SMAD4 (*VilCre*^*ER*^*Smad4*^*fl/fl*^) had no impact on intestinal proliferation. Normal levels of proliferation were observed 4 days after conditional deletion when compared with wild-type intestine (Figures 2e and f). Taken together, these data indicate that canonical TGF*β* signalling is higher in the differentiated compartment of the intestine and could have a role in suppressing dedifferentiation even in the absence of a homeostatic role.

### Loss of TGF*β* signalling is not sufficient to drive dedifferentiation if only *Apc* is deleted

Analysis of our previous microarray,^24^ comparing the transcriptomes of wild-type intestine to intestine where *Apc* has been acutely deleted, showed that *Tgfbr1* is upregulated following acute *Apc* loss. To confirm this, we analysed the expression of TGF*β* signalling components in *VilCre*^*ER*^*Apc*^*fl/fl*^ mice 4 days post induction and compared this with wild-type mice. We observed a marked increase in *Tgfbr1* mRNA levels in the crypts but not the villi (Figures 3a and b and Supplementary Figure 3a).

Similar to the wild-type intestine, stromal cells were the main source of TGF*β*1 (Supplementary Figure 3b). After *Apc* deletion, *Smad7* mRNA was detectable in both crypts and villi (Supplementary Figure 3c) and p21 was strongly induced at the crypt–villus transition zone (Supplementary Figure 3d).

To test the functional importance of TGF*β* signalling upregulation following *Apc* loss, we generated *VilCre*^*ER*^*Apc*^*fl/fl*^*Tgfbr1*^*fl/fl*^ mice and analysed the crypt-progenitor phenotype 4 days post induction. Surprisingly, crypt size and the number of proliferative cells were not increased by *Tgfbr1* loss (Figures 3c–e), suggesting that in the absence of *Kras* mutation, *Tgfbr1* deficiency was insufficient to drive dedifferentiation. Accordingly, villi purified from *VilCre*^*ER*^*Apc*^*fl/fl*^*Tgfbr1*^*fl/fl*^ mice were unable to form spheroids *in vitro* (Supplementary Figure 3e). Interestingly, *Tgfbr1* loss increased the mRNA expression levels of the stem cells markers *Lgr5* and *Olfm4* in CDS (Figures 3f and g). To functionally test this, we then generated single-cell clones and observed that *Tgfbr1* loss increased the number of cells with clonogenic potential. (Supplementary Figure 3f). These data are consistent with work by Batlle and co-workers^25^ who suggested that loss of TGF*β* signalling increases stem cell properties and that TGFBR1/ALK5 inhibitors are required for human colonic organoid cultures.

We then aged *VilCre*^*ER*^*Apc*^*fl/+*^*Tgfbr1*^*fl/fl*^ mice until they developed clinical signs. We observed a significant decrease in tumour latency compared with *VilCre*^*ER*^*Apc*^*fl/+*^ mice (Supplementary Figure 3g). However, in contrast to *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice, there was no presence of top-down lesions. Consistent with previous studies,^22, 26^ the major consequence of *Tgfbr1* loss on tumourigenesis was the development of invasive adenocarcinomas with E-cadherin^+ve^ cells at the invasive front (Supplementary Figures 3h and i). Overall, these data show that while loss of TGF*β* can drive progression of adenomas to adenocarcinoma, it is not sufficient to drive dedifferentiation in the absence of the *Kras*^*G12D*^ mutation.

### Loss of TGF*β* signalling increases the crypt-progenitor phenotype and accelerates tumourigenesis when both *Apc* and *Kras* are mutated

Given that *Kras* mutation appears to be critical for dedifferentiation and that we observed increased TGF*β* signalling in VDS compared with CDS, we generated the *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mouse model to assess if this modified the acute crypt-progenitor phenotype of *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice. *Tgfbr1* loss now significantly increased the crypt-progenitor phenotype of *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice (Figure 4a). Importantly, proliferative cells were observed even further into the top part of the villus, suggesting enhanced proliferation (Figures 4b and c). Loss of TGF*β* signalling was again associated with an increased expression of *Lgr5* and *Olfm4* in CDS (Supplementary Figures 4a and b) and with an increased clonogenic potential (Supplementary Figure 4c). We also observed increased *Lgr5* and *Olfm4* expression levels in the crypts of *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice when compared with *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice. Whereas *Lgr5* and *Olfm4* levels in the villi were negligible at an early time point (Supplementary Figures 4d and e). To assess whether the increased crypt-progenitor phenotype observed in *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice translated into enhanced tumourigenesis, we generated cohorts of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ and *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice and aged them until they showed clinical signs. *Tgfbr1* deletion accelerated intestinal tumourigenesis (Figure 4d). *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice developed tumours both in the small intestine and colon. Importantly, many lesions were now observed with histological characteristics reminiscent of top-down lesions, suggesting that they had arisen from differentiated compartments (Figures 4e and f), and 50% of mice developed *in situ* invasive tumours (Supplementary Figure 4f). Overall, these data suggest that TGF*β* signalling acts as a potent tumour suppressor in the presence of WNT and RAS pathway activation, limiting proliferation, stem cell marker expression and potentially plasticity/dedifferentiation.

### Loss of TGF*β* signalling promotes dedifferentiation

To study the role of TGF*β* on dedifferentiation in more detail, we took advantage of the villus culture system. We purified villi from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice and monitored the formation of organoids *in vitro*. *Tgfbr1* loss increased the efficacy of spheroid formation from villi (Figures 5a and b), confirming the role of TGF*β* in restraining dedifferentiation. *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ VDS can be propagated long term in culture and have tumourigenic potential. Allograft tumours showed strong expression of the stem cell markers *Lgr5* and CD44v6 (Supplementary Figures 5a–c).

To test whether increasing TGF*β* would further suppress dedifferentiation, we treated *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ villi with TGF*β*1 and found that exogenous TGF*β*1 reduced the capacity to form spheroids *in vitro* (Figure 5c). Taken together, these data confirmed that loss of TGF*β* signalling increases dedifferentiation.

### Loss of TGF*β* pathway increases pERK levels and induces sensitivity to a MEK1/2 inhibition

We next examined the mechanism by which *Tgfbr1* loss caused increased dedifferentiation and accelerated tumourigenesis. Previous studies have shown crosstalk between the MAPK and TGF*β* pathways.^27, 28^ pERK immunohistochemistry (IHC) showed a striking upregulation in the *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice compared with the *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice (Figure 6a). To measure precisely ERK activation, *VilCre*^*ER*^*Apc*^*fl/fl*^, *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ CDS were transfected with an ERK-FRET activity biosensor (we used the EKAREV biosensor consisting of an msECFP donor and YPet acceptor^29^) and treated with EGF for 45 min. A decreased lifetime indicates an activation of the nuclear biosensor. As expected, the fluorescence lifetime decreased following EGF administration in all three genotypes. Importantly, the activation of ERK was higher in the absence of *Tgfbr1* (Figure 6b).

To test functionally whether MAPK pathway activation was required for faster tumourigenesis, we treated *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice with the potent allosteric MEK1/2 inhibitor Selumetinib (AZD-6244, ARRY-142886). Treatment started 1 day post induction and was able to reverse the acceleration of tumourigenesis conferred by *Tgfbr1* loss so that *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice now had a median survival similar to vehicle-treated *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ (Figure 6c). Interestingly, this effect was not restricted to the *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice as tumourigenesis was also delayed in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice treated with AZD-6244.

To treat the *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice for a similar timeframe as the *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice, we started the treatment of the *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice with Selumetinib 21 days post induction. Again, we were able to delay significantly tumourigenesis (Supplementary Figure 6a). Therefore, independent of the time of treatment (initiation or tumour outgrowth), Selumetinib could delay but not suppress tumourigenesis.

To assess if the reason for this is that Selumetinib affected the compartment from which tumours arose, we quantified top-down *versus* bottom-up lesions within the small intestine and colon of both genotypes (Figures 6d and e and Supplementary Figures 6b and c). MEK1/2 inhibition suppressed the formation of top-down lesions, suggesting that in both genotypes MAPK is important in the formation of this lesion type. However, mice still develop lesions from the crypt compartment, which led to the clinical signs. Thus, the MAPK pathway, following oncogenic *Kras* activation, is in part contributing to the increased plasticity of *Apc*-deficient cells.

## Discussion

The TGF*β* pathway is known to have both tumour-suppressing and -promoting effects in cancer. This makes it complex when trying to predict the outcome of therapies targeting the TGF*β* pathway. Here, we show a tumour-suppressive role of TGF*β* through its ability to limit tumour growth and dedifferentiation in the early stages of CRC. Recent studies have highlighted that plasticity of cells within the intestine act as stem cells and as potential tumour-initiating cells. Ours and other studies have highlighted that oncogenic *Kras* and inflammation can both drive plasticity in part via the NF-*κ*B pathway.^6, 8^ We were able to show that reducing NF-*κ*B directly or indirectly via *Rac1* loss could further limit transformation and reduce stem cell capacity.^6, 30^ An excellent study using a carbonic anhydrase Cre recombinase to target colonic enterocytes showed that *Apc* loss and *Kras* activation, but not *Apc* loss alone, can drive tumour growth in differentiated cells and generate ‘top-down’ tumours.^31^ Apart from these studies, very little is known about the pathways that confer plasticity in adult intestinal epithelium. Here, we show that loss of the TGF*β* signalling pathway induces the formation of more aggressive tumours, which are mainly responsible for the significant reduction of the overall survival. Interestingly, *Tgfbr1* loss also increases the ability of cells to dedifferentiate facilitating an increased number of top-down lesions.

It is important to note that, at least in our systems, *Kras* mutation is still necessary for dedifferentiation. Loss of TGF*β* signalling alone following *Apc* loss was not sufficient to drive dedifferentiation. Moreover, although *Tgfbr1* loss increases both the number of top-down lesions and presumably their speed of formation, top-down lesions still arise in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice that have functional TGF*β* signalling. We believe this might reflect a hierarchy of dedifferentiation capacity. Thus, dependent on the precise location where the lesions arise, they may be exposed to different levels of TGF*β* signals and this may be sufficient to block tumourigenesis from some cells, while others (potentially exposed to lower levels of TGF*β* signals) are able to form top-down tumours that once formed can grow regardless of these signals. It is interesting to note that despite high levels of p21 in many lesions that arise following *Apc* loss, deletion of *p21* does not modify *Apc* loss-induced tumourigenesis.^32^

It is interesting to note that other studies have suggested that activation of TGF*β* signalling might induce a stem cell phenotype^18^ and an EMT programme.^33, 34, 35^ However, our studies here indicate that exogenous TGF*β* reduces organoid-forming capacity *in vitro* in agreement with Alitalo laboratory’s work, where exogenous TGF*β* killed *Apc*-deficient crypts and reduced ISC markers *in vitro*.^36^

Previously, it has been shown that TGF*β* can positively regulate MAPK signalling.^37, 38^ In contrast, other studies fit with our model where the TGF*β* pathway can antagonize MAPK signalling. TGF*β* can regulate the expression of MKP2, which in turn attenuates ERK.^28^ Moreover, oncogenic *Kras*^*G12D*^ along with TGF*β* pathway inactivation has been associated with increased expression of epiregulin and ERBB1.^27^ Recently, it has been reported that *Tgfbr2* loss increases Ras/MAPK/ERK activation in primary keratinocytes leading to squamous cell carcinoma formation.^39^ Although our data support the model that TGF*β* signalling restrains pERK levels, the mechanism by which this is achieved requires further investigation.

The functional requirement for upregulated MAPK pathway following *Tgfbr1* loss was highlighted by MEK inhibition, which markedly reduced the number of tumours arising with top-down morphology. However, it is important to note that both *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ and *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice still developed tumours (adenomas in the case of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ mice and both adenoma/adenocarcinoma in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice) that have a bottom-up morphology presumably originating from the stem cell zone. This is an important finding showing that even in a simple mouse model system, where only *Apc* and *Kras* are mutated, *Kras* mutant tumours originating from the stem cell zone are resistant to MEK inhibition. These data are consistent with the lack of efficacy of MEK inhibitors as a single agent in advanced CRC carrying *KRAS* mutation (in both preclinical and clinical situations) as we would predict that inhibition of MEK would only work at a much earlier stage of tumourigenesis (e.g. during dedifferentiation).

In summary, we have defined that TGF*β* signalling limits dedifferentiation and tumourigenesis in cells carrying both *Apc* and *Kras* mutations (model in Figure 7). This is in part due to the gradients of TGF*β* signalling in the intestine. Higher levels of TGF*β* in the stroma further up the crypt–villus axis means that tumour-initiating cells in these regions are exposed to tumour-suppressive signals. Importantly, when tumours grow out from dedifferentiated cells, they seemed indistinguishable from tumours arising from the crypt. This suggests that once tumours have escaped the initial tumour-suppressive mechanism, the cell of origin does not affect the ongoing progression. Hence, mutational spectra might be a better way of predicting the initial cells of origin rather than transcriptomic data.

## Materials and methods

### Mouse experiments

All experiments were performed in accordance with UK Home Office regulations (licence 70/8646), which undergoes local ethical review at the Glasgow University (Glasgow, UK). *VillinCre*^*ER*^ experiments were performed on C57BL/6J mice and on mixed background (C57BL/6J/S129). A mix of males and females were used. Mice were induced at >20 g and between 6 and 12 weeks of age. The alleles used for this study were as follows: *VilCre*^*ER-T2*^,^40^ *Apc*^*580S*^,^41^ *Kras*^*G12D*^,^42^ *Tgfbr1*^*fl*^,^43^ *Smad4*^*fl*^,^44^ *Ctnnb*^*loxEx3/+*^^45^ and *Xbp1s*-*Cre*^ER-T2^.^6^ Recombination in the tumour model was induced using a single intraperitoneal injection of 80 mg/kg tamoxifen. Mice were aged until they showed clinical signs (anaemia, hunching and/or weight loss).

Recombination in the short-term model was induced using a single intraperitoneal injection of 80 mg/kg tamoxifen for 2 consecutive days. If *Kras*^*G12D*^ allele was present, recombination was induced using a single intraperitoneal injection of 80 mg/kg tamoxifen. *VilCre*^*ER*^*Ctnnb*^*loxEx3/+*^*Kras*^*G12D/+*^ and *Xbp1sCre*^*ER*^*Ctnnb*^*loxEx3/+*^*Kras*^*G12D/+*^ animals were induced with 1 mg tamoxifen for 5 consecutive days and sampled at day 7 (for *VilCre*^*ER*^) and day 21 (for *Xbp1sCre*^*ER*^). For the villi purification, mice were induced with intraperitoneal injection of 80 mg/kg tamoxifen for 2 consecutive days and sampled at day 1 post induction. The cultured villi treated with TGF*β*1 were isolated from mice that had been induced with a single intraperitoneal dose of 80 mg/kg tamoxifen.

In accordance with the 3Rs, the smallest sample size was chosen that could give a significant difference. Given the robust phenotype of the *Apc*^*fl/fl*^, and our prediction of the role of TGF*β* signalling, the minimum sample size assuming no overlap in control *versus* experimental is three animals. No randomization was used and the experimenter was blinded to drugs and genotypes.

### *In vivo* treatment

Selumetinib (AZD6244, ARRY-142886; AstraZeneca, Cambridge, UK) was administered in a concentration of 25 mg/kg two times daily by gavage in a vehicle of 0.5% hydroxymethylpropylcellulose and 0.1% Tween-80.

For proliferation analysis, mice were injected intraperitoneally with 250 *μ*l of BrdU (Amersham Biosciences/GE Heathcare, Buckinghamshire, UK) 2 h before being sampled.

### Crypt/villus purification, propagation and treatment

Small intestines were washed with PBS and opened longitudinally. Villi were removed with a glass coverslip, washed in PBS and centrifuged at 60 × *g* for 3 min to separate villi from single cells. A total of 50–70 villi, mixed with 20 *μ*l of Matrigel (BD Bioscience/Corning, Bedford, MA, USA), were plated in 24-well plates in Advanced DMEM/F12 supplemented with penicillin–streptomycin, 10 mM HEPES, 2 mM glutamine, N2, B27 (all from Gibco, Life Technologies, Paisley, UK), and EGF (50 ng/ml) and Noggin (100 ng/ml, both from Peprotech, London, UK). Crypts were isolated as described previously.^^46^^ Crypts mixed with 20 *μ*l of Matrigel were plated in 24-well plates and cultured in the medium described above.

Recombinant TGF*β*1 (Peprotech) was used at a final concentration of 5 ng/ml.

### Clonogenic assay

Organoid cultures were dissociated into single cells using TrypLE Express (Gibco, Life Technologies) for 30–45 min at 37 °C and 5000 cells were cultured in a 24-well plate in 20 *μ*l of Matrigel (BD Bioscience). The clonogenic potential was quantified after 72 h by microscope.

### Transplantation

For transplantation experiments, 50 spheroids were suspended in 100 *μ*l Matrigel (BD Bioscience) and injected subcutaneously into the flank of 6–8-week-old female athymic (CD-1) mice.

### Immunohistochemistry

IHC was performed on formalin-fixed intestinal sections. Standard IHC techniques were used throughout this study. Primary antibodies used for immunohistochemistry were as follows: pSMAD3 (1:50; 52903; Abcam, Cambridge, UK), BrdU (1:200; 347580; BD Biosciences), p21 (1/4; CNIO Madrid, Spain), pERK (1:100; 9101; Cell SignalingTechnology, Leiden, The Netherland) and CD44v6 (1:50; BMS145; Invitrogen/Thermo Fisher Scientific, Vienna, Austria). For each antibody, staining was performed on at least three mice of each genotype. Representative images are shown for each staining. BrdU scoring was performed in a blinded manner. The number of positive cells per half crypt was scored. For each analysis, at least 30 crypts were scored from at least three mice for each genotype. Representative images were selected for each scoring.

### RNAscope

*In situ hybridization* detection for *Tgfb1*, *Tgfbr1*, *Smad7*, *Lgr5* and *Olfm4* mRNA was performed using RNAscope 2.5 LS (Brown) Detection Kit (Advanced Cell Diagnostics, Hayward, CA, USA) on a Bond Rx autostainer (Leica, Milton Keynes, UK) strictly according to the manufacturer's instructions.

### Image analysis

For RNAscope and IHC analysis, intestinal slides were scanned on an SCN400F slide scanner (Leica, Milton Keynes, UK). The files were exported and analysed in Halo v2.0 Image Analysis Software (Indica Labs, Corrales, NM, USA). For pSMAD3 quantification, areas were manually defined around the more distinctly altered villus areas and the adjacent normal epithelium at day 3 post induction. For *Lgr5* and *Olfm4* quantification, areas were manually defined around the entire crypt and the more distinctly altered villus areas at day 3 post induction.

### RNA purification

RNA was isolated using a Qiagen RNeasy Mini Kit (Qiagen, Manchester, UK) according to the manufacturer’s instructions. DNA-Free Kit (Ambion/Thermo Fisher Scientific, Warrington, UK) was used to remove genomic DNA contamination, according to the manufacturer’s instructions.

### Microarray analysis

One microgram of total RNA isolated from intestinal tissue was reverse transcribed to cDNA and hybridized to Affymetrix Mouse Genome 430 2.0 Microarrays (Santa Clara, CA, USA). The data were preprocessed using affy package^47^ in R language, version 2.15.0. Background correction, quantile normalization and probe summarization were performed using the Robust Multiarray Analysis algorithm. Normalized data were analysed using the Limma package.^48^ Gene Ontology annotation was added using the GO.db package. Affymetrix Mose Gene ST 1.0 Chip (Santa Clara, CA, USA) has been used to analyse the *VilCre*^*ER*^*Ctnnb*^*loxEx3/+*^*Kras*^*G12D/*^+ and *Xbp1sCre*^*ER*^*Ctnnb*^*loxEx3/+*^*Kras*^*G12D/+*^ genotype. Data have been deposited in NCBI GEO (https://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession numbers: GSE99077, GSE99100, GSE99408.

### Quantitative PCR (qRT-PCR)

One microgram of RNA was reverse transcribed to cDNA using a DyNAmo SYBR Green 2-Step qPCR Kit (Finnzymes, Espoo, Finland) in a reaction volume of 20 μl. The cycling conditions were as follows: 95 °C for 15 min, followed by 40 cycles of three steps consisting of denaturation at 94 °C for 15 s, primer annealing at the optimal temperature for 30 s and primer extension at 72 °C for 30 s. A melting-curve analysis was performed to demonstrate the specificity of each amplicon and to identify the formation of primer dimers*. β-Actin* and *Gapdh* primers were used to normalize for differences in RNA input.

### Transfection

For transfection experiments, intestinal spheroids were seeded in 96-well plates and transfected with EKAREV construct and Super PiggyBac Transposase expression vector (System Biosciences, Palo Alto, CA, USA) by using Magnetofectamine (OZ Biosciences, Marseille, France) according to the manufacturer's instructions. Subsequently, cells were incubated for 48 h at 37 °C and 5% CO_2_. After 48 h, organoids were selected using blasticidin.

### FLIM analysis

Fluorescence lifetime microscopy (FLIM) measurements were conducted on a spinning disk system, as described previously.^49^ Briefly, a Nikon Eclipse TE 2000-U microscope (Surrey, UK) with a Lambert Instruments LIFA attachment was used with a Yokogawa CSU 22 confocal scanner unit and a × 60 1.49 NA oil objective. FLIM-FRET for the msECFP donor was measured by frequency domain, with a 445 nm laser modulated at 40 mHz (100 mW, Deepstar; Omicron, Rodgau-Dudenhofen, Germany) was used together with a CFP filterblock (470/40) to detect CFP emission. Fluorescein (10 *μ*M in 0.1 M Tris-Cl, pH>10) was used as a reference standard with a known lifetime of 4.0 ns. The donor lifetime (msECFP^29^), *τ*, was analysed using the FLIM Software (version 1.2.12; Lambert Instruments, Groningen, Netherlands) drawing ROIs around the cell nuclei and recording the phase lifetime. Graph represents the lifetime variation (ns) before and after (45 min)±EGF (50 ng/ml) administration. In both cases, the mean of differences and standard deviation is calculated and represented *P*-values were calculated using Student’s *t*-test.

### Statistical analysis

Statistical analysis was performed with Minitab 17 Statistical Software (State College, PA, USA) or GraphPad Prism V6 Software (La Jolla, CA, USA) using one- or two-tailed Mann–Whitney tests and paired or unpaired Student’s *t*-tests (where appropriate).

### Data availability

The authors declare that all relevant data supporting the findings of this study are available within the article and its Supplementary Information files. Additional information can be obtained from the corresponding author (OJS).

## Figures and Tables

**Figure 1:**
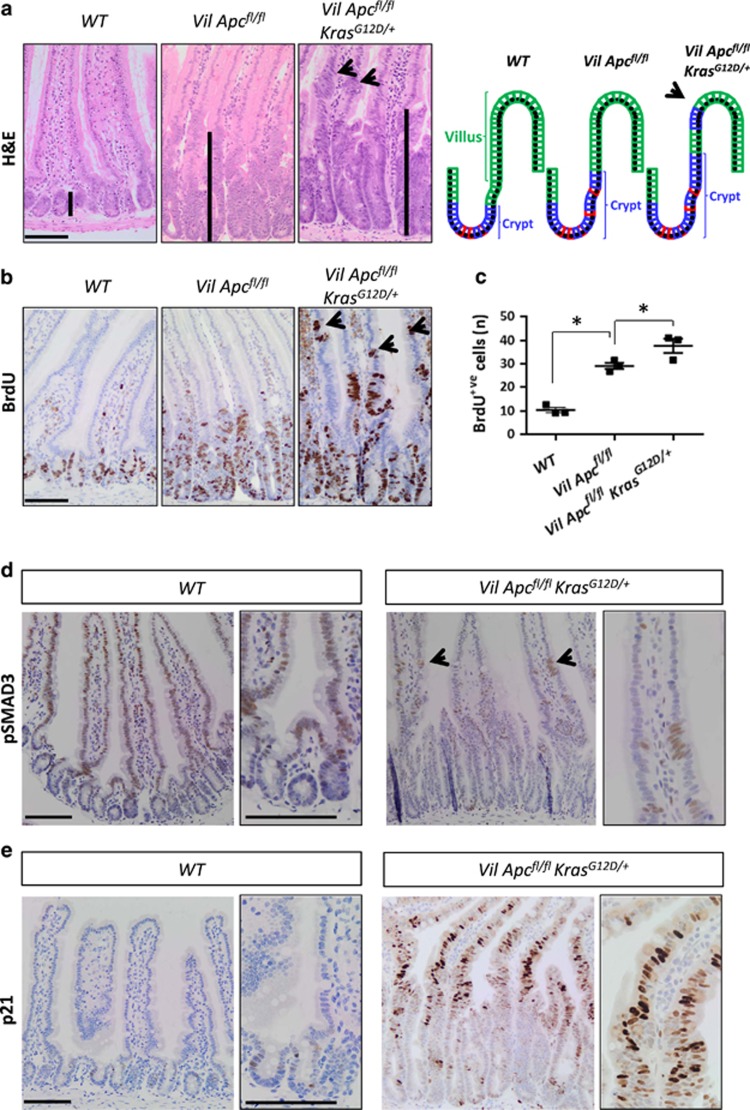
*Kras*^*G12D/+*^ enhances both the crypt-progenitor phenotype and transforming growth factor-*β* (TGF*β*) pathway activation following *Apc* loss. (**a**) Haematoxylin and eosin (H&E) staining and a schematic model of the crypt-progenitor phenotype of wild-type (*WT*), *VilCre*^*ER*^*Apc*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^) and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ (*Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^) small intestine. Note the presence of dedifferentiated cells (black arrow) in the villus of the *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^genotype. Black bars highlight the differences in crypt length. (**b**) Bromodeoxyuridine (BrdU) staining of *WT*, *Vil* *Apc*^*fl/f*^ and *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^ small intestine. Note the presence of proliferating cells (black arrow) in the villi of the *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^genotype. (**c**) Quantification of total BrdU+ cells demonstrating increased proliferation in the *Vil Apc*^*fl/fl*^*Kras*^*G12D/+*^ genotype. Error bars represent mean± S.E.M., *P=0.04 Mann–Whitney test, one-tailed, *n*=3 biological replicates. (**d**) pSMAD3 and (**e**) p21 IHC analysis of intestine from *WT* and *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice. Black arrows indicate positive cells in the villi. High magnification insets highlight the presence of positive cells. Scale bars, 100 *μ*m

**Figure 2:**
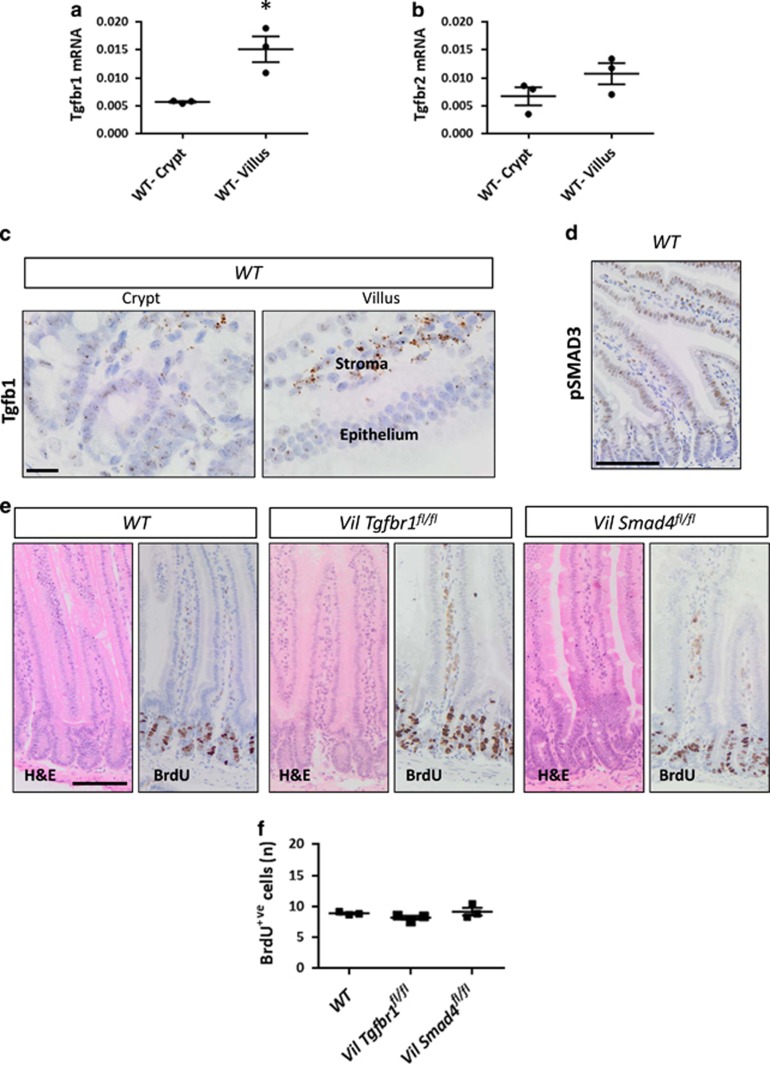
Loss of transforming growth factor-*β* (TGF*β*) signalling does not affect the normal homeostatic proliferation. (**a**) Quantitative real-time-PCR (qRT-PCR) analysis of *Tgfbr1* and (**b**) *Tgfbr2* expression in wild-type freshly purified crypts (WT-Crypt) *versus* villi (WT-Villus). Data are shown as ratios to the internal *Gapdh* control with error bars representing mean±S.E.M., *P=0.04 by Mann–Whitney test, one-tailed, *n*=3 biological replicates. (**c**) RNAscope analysis of *Tgfb1* in *WT* crypt and villus. Scale bars, 20 *μ*m. (**d**) IHC analysis of pSMAD3 on *WT* small intestine. (**e**) Haematoxylin and eosin (H&E) and bromodeoxyuridine (BrdU) staining of *WT*, *VilCre*^*ER*^*Tgfbr1*^*fl/fl*^ (*Vil* *Tgfbr1*^*fl/fl*^) and *VilCre*^*ER*^*Smad4*^*fl/fl*^ (*Vil Smad4*^*fl/fl*^) small intestine 4 days post induction with tamoxifen. Scale bars, 100 *μ*m. (**f**) Quantification of total BrdU+ cells in *WT*, *Vil* *Tgfbr1*^*fl/fl*^ and *Vil* *Smad4*^*fl/fl*^ small intestine. Error bars represent mean±S.E.M., *n*=3 biological replicates

**Figure 3:**
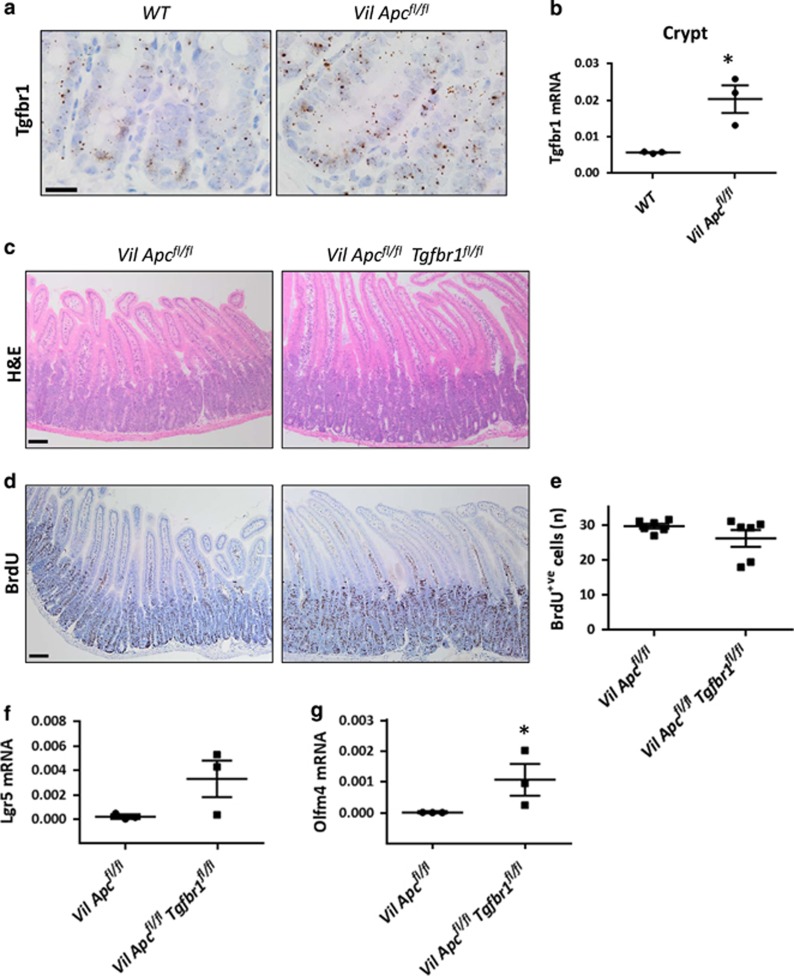
*Tgfbr1* is upregulated following *Apc* loss. (**a**) RNAscope of *Tgfbr1* on wild-type (*WT*) and *VilCre*^*ER*^*Apc*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^) crypts. Note the increased positivity following *Apc* loss. Scale bars, 20 *μ*m. (**b**) Quantitative real-time-PCR (qRT-PCR) analysis of *Tgfbr1* on *WT* and *Vil Apc*^*fl/fl*^ crypts. Data are shown as ratios to the internal *Gapdh* control with error bars representing mean±S.E.M., *P=0.04 by Mann–Whitney test, one-tailed, *n*=3 biological replicates. (**c**) Haematoxylin and eosin (H&E) and (**d**) bromodeoxyuridine (BrdU) staining on *Vil* *Apc*^*fl/fl*^ and *VilCre*^*ER*^*Apc*^*fl/fl*^*Tgfbr1*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^*Tgfbr1*^*fl/fl*^) intestine 4 days post induction with tamoxifen. Scale bars, 100 *μ*m. (**e**) Quantification of total BrdU+ cells of *Vil* *Apc*^*fl/fl*^ and *Vil* *Apc*^*fl/fl*^ *Tgfbr1*^*fl/fl*^ intestine. Error bars represent mean±S.E.M., *n*=6 biological replicates. (**f**) qRT-PCR analysis of the stem cell markers *Lgr5* and (**g**) *Olfm4* on CDS generated from *Vil* *Apc*^*fl/fl*^ and *Vil* *Apc*^*fl/fl*^*Tgfbr1*^*fl/fl*^ small intestine. Data are shown as ratios to the internal *Gapdh* control with error bars representing mean±S.E.M., *P=0.04 by Mann–Whitney test, one-tailed, *n*=3 biological replicates

**Figure 4:**
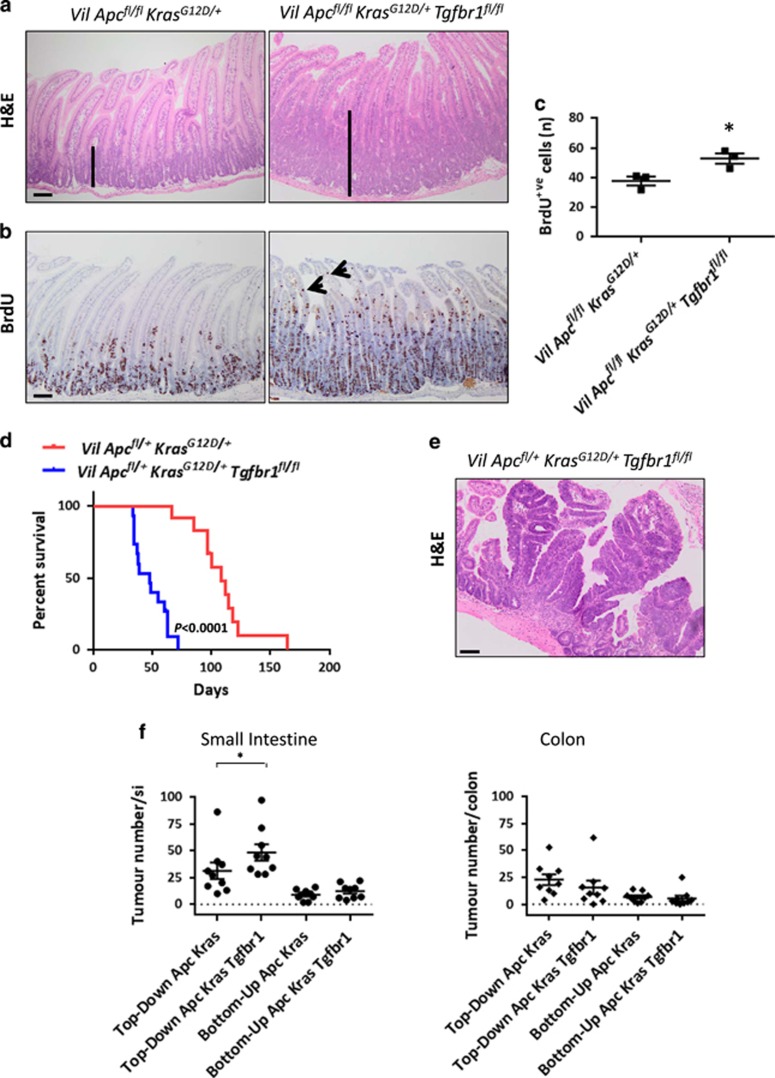
Loss of *Tgfbr1* cooperates with WNT and KRAS activation to accelerate intestinal tumourigenesis. (**a**) Haematoxylin and eosin (H&E) and (**b**) bromodeoxyuridine (BrdU) IHC on *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ (*Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^) and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^) small intestine 3 days post induction with tamoxifen. Black bars highlight the difference in the crypt length. Black arrows indicate the presence of proliferating cells along the villus in the *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ genotype. Scale bars, 100 *μ*m. (**c**) Quantification of the total BrdU+ cells per half crypt of the *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^ and *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ small intestine. Error bars represent mean±S.E.M., *P=0.04 by Mann–Whitney test, one-tailed, *n*=3 biological replicates. (**d**) Kaplan–Meier survival curve of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ (*n*=12) and *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (*n*=15) mice, ****P<0.0001 by log-rank (Mantel–Cox) test. (**e**) H&E of top-down tumours in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^ *Tgfbr1*^*fl/fl*^) mice. Scale bars, 100 *μ*m. (**f**) Quantification of total tumour number per small intestine and colon developed from crypt (bottom-up) or villus (top-down) in *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ (Apc Kras) and *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (Apc Kras Tgfbr1) mice. Error bars represent mean±S.E.M., *P=0.023 by Mann–Whitney test, one-tailed

**Figure 5:**
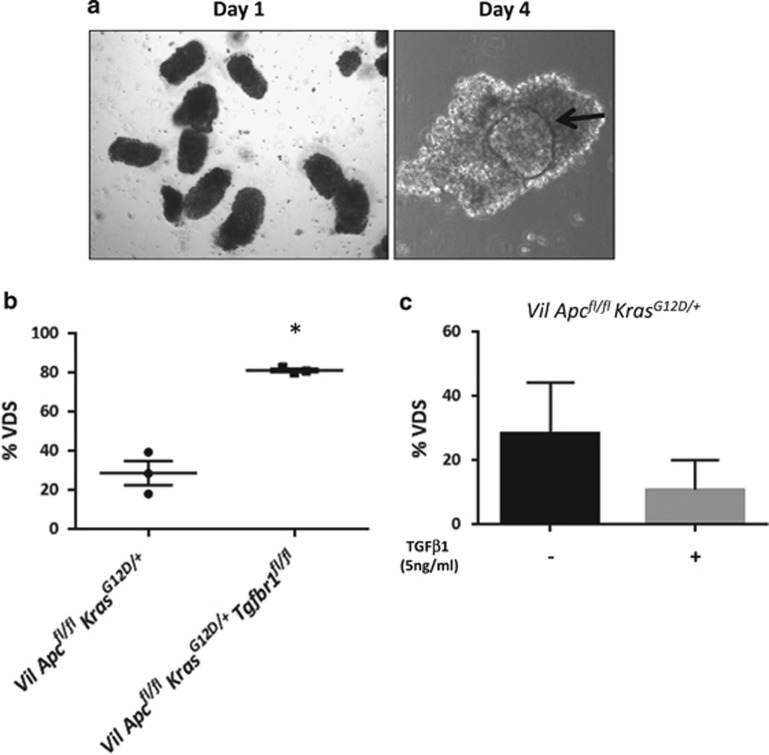
Transforming growth factor-*β* (TGF*β*) signalling attenuates the capacity of villi to dedifferentiate *in vitro.* (**a**) Morphology of villi freshly purified from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ mice at day 1 (left panel) and day 4 (right panel) in culture. Black arrow indicates a spheroid inside the villus at day 4. (**b**) Quantification of VDS generated from *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^ and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (*Vil Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^) intestine. Error bars represent mean±S.E.M., *P=0.04 by Mann–Whitney test, one-tailed, *n*=3 biological replicates. (**c**) Quantification of VDS derived from *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ villi treated with TGF*β*1 (5 ng/ml) or Vehicle for 72 h. Plot represents mean with standard deviation (s.d.), *n*=3 biological replicates

**Figure 6:**
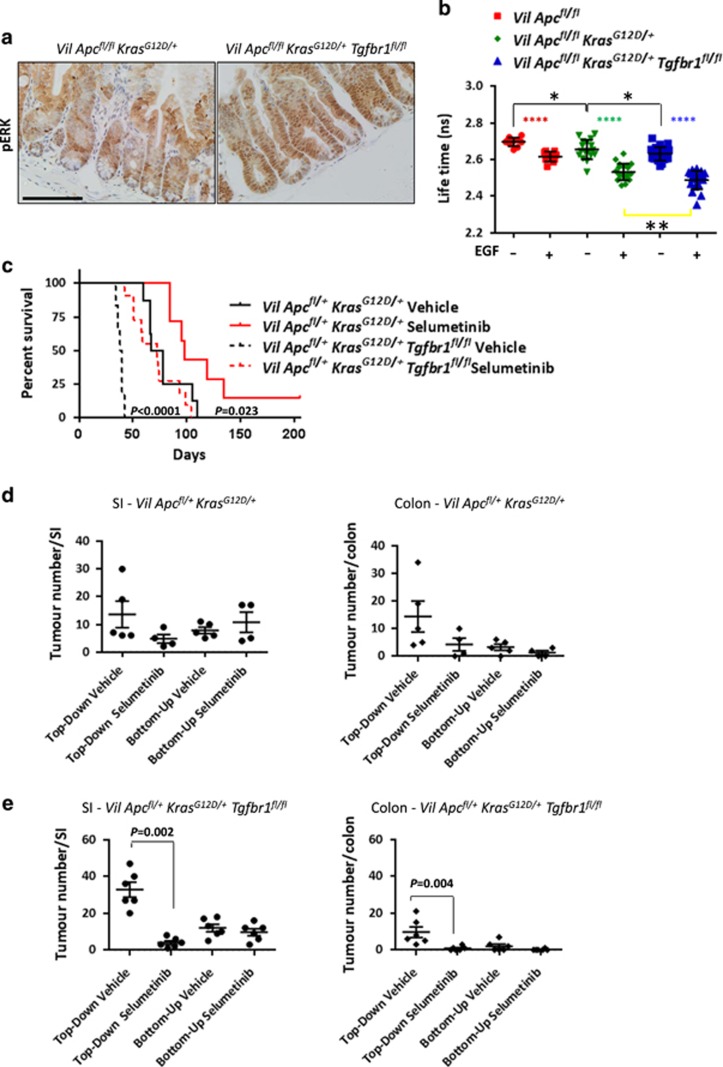
Loss of transforming growth factor-*β* (TGF*β*) signalling causes sensitivity to MEK1/2 inhibition. (**a**) pERK IHC on *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^ (*Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^) and *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^) intestine. Scale bars, 100 *μ*m. (**b**) Fluorescence lifetime changes for EKAREVnucl in *VilCre*^*ER*^*Apc*^*fl/fl*^ (*Vil* *Apc*^*fl/fl*^), *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^ and *Vil Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/f*^ CDS±EGF (50 ng/ml). (*Vil* *Apc*^*fl/fl*^ Δlifetime: −0.08±0.023, ****P<0.0001 by paired *t*-test, one-tailed; *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^: Δlifetime: −0.12±0.07, ****P<0.0001 by paired *t*-test, one-tailed; *Vil* *Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ Δlifetime: −0.14±0.07, ****P<0.0001 by paired *t*-test, one-tailed). Data for each condition are mean of differences±S.D. for ⩾10 cells, *n*=1. *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^+EGF *versus VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/f*^ +EGF, **P=0.003 by unpaired *t*-test, one-tailed. *VilCre*^*ER*^*Apc*^*fl/fl*^−EGF *versus VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^−EGF, *P=0.014 by unpaired *t*-test, one-tailed. *VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^−EGF *versus VilCre*^*ER*^*Apc*^*fl/fl*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/f*^ –EGF, *P=0.049 by unpaired *t*-test, one-tailed. (**c**) Kaplan–Meier survival curve of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ treated with Selumetinib (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^, *n*=7) or Vehicle (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^, *n*=8), *P=0.023 by log-rank (Mantel–Cox) test and *VilCre*^*ER*^*Apc*^*fl+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ mice treated with Selumetinib (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^, *n*=11) or Vehicle (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^, *n*=6). ****P<0.0001 by log-rank (Mantel–Cox) test. Treatment started 1day post induction with tamoxifen. (**d**) Quantification of top-down or bottom-up tumours in the small intestine (SI, left panel) and colon (right panel) of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^ (*Vil* *Apc*^*fl/+*^*Kras*^*G12D/+*^) mice treated with Selumetinib or Vehicle. Error bars represent mean±S.E.M. (**e**) Quantification of top-down or bottom-up tumours in the SI (left panel) and colon (right panel) of *VilCre*^*ER*^*Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^ *(Vil Apc*^*fl/+*^*Kras*^*G12D/+*^*Tgfbr1*^*fl/fl*^) mice treated with Selumetinib or Vehicle. Treatment started 1 day post induction with tamoxifen. Error bars represent mean±S.E.M., Mann–Whitney test, two-tailed

**Figure 7:**
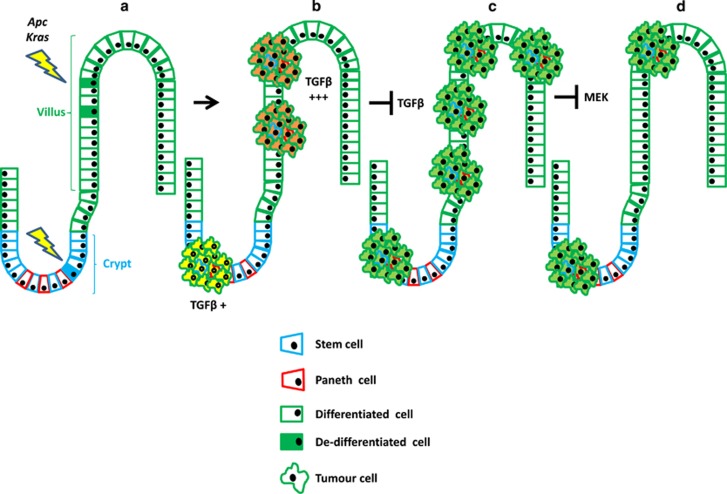
Schematic model of intestinal tumourigenesis. (**a**) Aberrant activation of WNT and KRAS signalling drives intestinal tumour formation both from crypts (bottom-up model) and villi (top-down model). (**b**) High levels of transforming growth factor-*β* (TGF*β*) signalling are present in the top-down model and this restrains tumourigenesis. (**c**) Loss of *Tgfbr1* promotes intestinal tumourigenesis. (**d**) Top-down tumours lacking of *Tgfbr1* are sensitive to MEK1/2 inhibition

# Supplementary material for: TGFβ pathway limits dedifferentiation following WNT and MAPK pathway activation to suppress intestinal tumourigenesis
**Source:** Cell Death Differ. 2017 Jun 16;24(10):1681–93. doi: 10.1038/cdd.2017.92
**Supplement:** Supplementary Figure Legends

**Supplementary Figure 1. TGFβ signaling is upregulated following WNT and oncogenic KRAS pathway activation. (a)** Significantly altered canonical pathways in VDS *versus* CDS. The transcripts were analysed by the ingenuity pathway analysis (IPA) software to identify the significantly perturbed growth proliferation pathways (x-axis). y-axis displays the -log of *P* value which is calculated by Fisher's exact test right-tailed. The yellow threshold line indicates the default significance, cut-off at *P*=0.05. The orange points connected by a thin line represent the Ratio. (**b)** Average nuclear optical density of pSMAD3 IHC in villus aberrant foci and adjacent normal epithelium analysed using Halo image analysis software. Error bars represent mean ± s.e.m., **P*=0.05 by Mann-Whitney test, one tailed, n=3 biological replicates. (**c)** *Smad7* RNAscope analysis showing increased positivity in *VilCre^ER^Apc^fl/fl^Kras^G12D/+^* (***Vil Apc^fl/fl^ Kras^G12D/+^***) compared to wild-type (***WT***) intestine. Scale bars, 100µm.

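Canonical pathway analysis of the kind plotted in Supplementary Figure 1a compares a list of changed genes with sets of genes that a curated database assigns to named pathways. For each pathway, a right-tailed Fisher's exact test asks whether more of its members are in the list than the size of the list and of the pathway would give by chance. The ratio is the share of a pathway's members that are in the list. Neither measure uses the direction of the change, so a pathway whose members rose and one whose members fell are scored alike. The result depends on the thresholds that define the list and on the background of genes that could have entered it. The deposited table holds only selected probe sets and gives no such background, so this test was not repeated here.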

**Supplementary** **Figure 2.** ***Apc* deletion and** ***Kras^G12D/+^* activation drives dedifferentiation**. **(a)** Kaplan-Meier survival curve of a cohort of induced *VilCre^ER^Apc^fl/+^* (n=14) and *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (n=12) mice. *****P*<0.0001 by Log-rank (Mantel-Cox) test. (**b)** H&E of small intestine (left panel) and colonic (right panel) top-down tumours from *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (***Vil Apc^fl/+^ Kras^G12D/+^***) mice. Dashed lines highlight the top-down tumours. **(c)** H&E of small intestine (left panel) and colonic (right panel) bottom-up tumours from *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (***Vil Apc^fl/+^ Kras^G12D/+^***) mice. **(d)** Schematic model of two possible routes for intestinal tumorigenesis. Either mutated stem or differentiated cells can start proliferating and produce either “bottom-up” or “top-down” tumours respectively. **(e)** pSMAD3 and **(f)** p21 IHC in small intestine and colonic top-down tumours from *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (***Vil Apc^fl/+^ Kras^G12D/+^***) mice. **(g)** pSMAD3 IHC in bottom-up tumours from *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (***Vil Apc^fl/+^ Kras^G12D/+^***) mice. Scale bars, 100µm.

**Supplementary Figure 3.** **Loss of *Apc* and *Tgfbr1* leads to invasive tumour formation**. **(a)** qRT-PCR analysis of *Tgfbr1* in villi purified from wild-type (***WT***) and *VilCre^ER^Apc^fl/fl^* (***Vil Apc^fl/fl^***) mice. Data are shown as ratios to the internal *Gapdh* control with error bars representing mean ± s.e.m., n=3 biological replicates. **(b)** RNAscope analysis of *Tgfb1* and **(c)** *Smad7* on crypts (left panel) and villi (right panel) from *VilCre^ER^Apc^fl/fl^* mice. Scale bars, 20 µm. **(d)** p21 IHC analysis on wild-type (***WT***) and *VilCre^ER^Apc^fl/fl^* (***Vil Apc^fl/fl^***) small intestine. **(e)** Morphology of villi freshly purified from *VilCre^ER^Apc^fl/fl^Tgfbr1^fl/fl^* mice at Day 0 (left panel) and Day 6 (right panel) in culture. Note that *VilCre^ER^Apc^fl/fl^Tgfbr1^fl/fl^* villi do not form spheroids, n=4 biological replicates. **(f)** Clonogenic capacity of single cells dissociated from *VilCre^ER^Apc^fl/fl^* and *VilCre^ER^Apc^fl/fl^Tgfbr1^fl/fl^* CDS. Error bars represent mean ± s.e.m., **P*=0.05 by Mann-Whitney test, one-tailed, n=3 biological replicates. **(g)** Kaplan-Meier survival curve of *VilCre^ER^Apc^fl/+^* (***Vil Apc^fl/+^*** n=14) and *VilCre^ER^Apc^fl/+^Tgfbr1^fl/fl^* (***Vil Apc^fl/+^ Tgfbr1^fl/fl^*** n=12) mice. Mice were culled at clinical endpoint. **P*=0.023 by Log-Rank (Mantel-Cox) test. **(h)** H&E of a representative invasive tumour from a *VilCre^ER^Apc^fl/+^Tgfbr1^fl/fl^* mouse. **(i)** E-cadherin IHC of an invasive tumour from a *VilCre^ER^Apc^fl/+^Tgfbr1^fl/fl^* mouse. TUM, Tumour. INV, Invasive front. Scale bars, 100µm.

**Supplementary Figure 4. Loss of *Tgfbr1* increases stem cell marker expression and invasiveness.** **(a)** qRT-PCR analysis of the stem cell markers *Lgr5* and **(b)** *Olfm4* in CDS purified from *VilCre^ER^Apc^fl/fl^Kras^G12D/+^* (***Vil Apc^fl/fl^ Kras^G12D/+^***) and *VilCre^ER^Apc^fl/fl^Kras^G12D/+^Tgfbr1^fl/fl^* (***Vil Apc^fl/fl^ Kras^G12D/+^ Tgfbr1^fl/fl^***) intestine. Data are shown as ratios to the internal *β-actin* control with error bars representing mean ± s.e.m., **P*=0.04 by Mann-Whitney test, one-tailed, n=3 biological replicates. **(c)** Clonogenic capacity of single cells dissociated from *VilCre^ER^Apc**^fl/fl^Kras^G12D/+^* and *VilCre^ER^Apc^fl/fl^Kras^G12D/+^Tgfbr1^fl/fl^* CDS. Error bars represent mean ± s.e.m., n=3 biological replicates. **(d)** *Lgr5* and **(e)** *Olfm4* RNAscope with relative positive area quantification in crypts and villi from *VilCre^ER^Apc^fl/fl^Kras^G12D/+^* (***Vil Apc^fl/fl^ Kras^G12D/+^***) and *VilCre^ER^Apc^fl/fl^Kras^G12D/+^Tgfbr1^fl/fl^* (***Vil Apc^fl/fl^ Kras^G12D/+^ Tgfbr1^fl/fl^***) intestine scored using Halo image analysis software. Error bars represent mean ± s.e.m., **P*=0.05 by Mann-Whitney test, one-tailed, n≥3 biological replicates. **(f)** H&E of a representative invasive tumour from a *VilCre^ER^Apc^fl/+^Kras^G12D/+^Tgfbr1^fl/fl^ (****Vil Apc^fl/+^ Kras^G12D/+^ Tgfbr1^fl/fl^****)* mouse. TUM, Tumour. INV, Invasive front. Scale bars, 100µm.

**Supplementary Figure 5. VDS lacking of *Tgfbr1* are tumorigenic. (a)** H&E **(b)** *Lgr5* RNAscope and **(c)** CD44v6 IHC analysis on an allografted tumour generated by the subcutaneous injection of 50 VDS purified from *VilCre^ER^Apc^fl/fl^Kras^G12D/+^Tgfbr1^fl/fl^* small intestine. Scale bars, 100µm.

**Supplementary Figure 6. *Apc* and *Kras* mutant tumours show a modest sensitivity to MEK inhibition. (a)** Kaplan-Meier survival curve of *VilCre^ER^Apc^fl/+^Kras^G12D/+^* mice treated with Selumetinib ***(Vil Apc^fl/+^ Kras^G12D/+^*** Selumetinib, n=8) or Vehicle (***Vil Apc^fl/+^ Kras^G12D/+^*** Vehicle, n=7). ***P*=0.0058 by Log-Rank (Mantel-Cox) test. Treatment started 21 days post-induction with tamoxifen. **(b)** Quantification of top-down or bottom-up tumours in the small intestine (**SI**) and **(c)** colon in *VilCre^ER^Apc^fl/+^Kras^G12D/+^* (***Vil Apc^fl/+^ Kras^G12D/+^***) mice treated with Selumetinib or Vehicle. Treatment started 21 days post-induction with tamoxifen. Error bars represent mean ± s.e.m., Mann-Whitney test, two-tailed.

How the deposited data were processed for this re-analysis (not part of the article)

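RNA of crypt-derived spheroids (CDS) and villus-derived spheroids (VDS) from mice with loss of Apc and activated Kras was measured on Affymetrix mouse arrays, 3 arrays per group. The authors preprocessed the arrays with the affy package in R by RMA, which corrects the background, quantile normalizes the arrays and summarizes the probes of each probe set, and analysed them with limma. The submitters' processing notes name affy and limma as well. The values that the authors deposited are RMA intensities on a linear scale. The arrays of tumours and of Xbp1 and Villin driven recombination were not analysed here. The methods describe RNA from intestinal tissue, while the sample labels describe organoids from small intestine, and the samples were mapped by their labels and the results text.

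The deposited table holds 7852 probe sets, as many as Supplementary Data 3. Of the 7852 rows of Supplementary Data 3, 6905 were left out of the copy used here, and the 6 array values of the first rows, which it holds, match the deposited columns within 7.1e-06 on the log2 scale. Its t and P values allowed the authors' variance prior to be recovered (4.25 prior degrees of freedom, prior variance 0.03722), and the t recomputed for those rows differed from the authors' by at most 5.2e-05. The authors' posterior variances follow the unpaired residual variance (correlation 1 across probe sets), not the paired one (0.644). With this prior and 45101 probe sets, 7348 rows of the table have a fold change of at least 1.5 and the other 504 an adjusted p of at most 0.05 over the whole array, so the table is the union of both criteria. The table holds 5272 rows with an adjusted p of at most 0.05 over the whole array, and the largest unadjusted P in it is 0.575.

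From the deposited intensities, log2 values were computed and VDS was compared with CDS in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided, no mouse term, which is the form of the authors' fit). The variance prior of this fit was estimated on the selected table (5.498 prior degrees of freedom, prior variance 0.08475) and exceeds the recovered one. The SE and P values of single genes therefore differ from those of the authors' fit. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the 7852 rows and a fold change of at least 1.5. This adjustment runs over preselected rows. In simulated arrays of 45101 probe sets with 200 changed and the same selection, 49 unchanged probe sets were called by it among 1024 selected. The deposited table holds 7852 selected rows and many more changes, so these counts do not measure how lenient the adjustment is there. In the simulation, the adjustment over the whole array gave the same 94 calls from the selected rows as from all of them. That follows by construction, since the selection keeps every such call and the same prior was used. Because the adjustment over the table is lenient, the adjustment over the whole array is given beside the counts of called probe sets and genes. It was added after the table's selection was seen. Adjusted p-values printed for single genes are those over the table.

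The test was also tried on simulated data with the table's means and spreads, 7852 probe sets and 200 of them changed. It recovered 2.99% of the changes of 1.5-fold, 19.4% of those of 2-fold and 68.2% of those of 3-fold, with 3 false calls. Recovered and false calls were counted at an adjusted p under 0.05 without the fold change cutoff. In the table itself 6873 probe sets were called, and the adjustment is stricter when fewer are changed. These shares and false calls therefore do not describe the test on the table.

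Same-numbered arrays were taken to come from the same mouse. Supplementary Data 3 heads its columns with the same 3 numbers for CDS and VDS, read here as mice, and these columns match deposited arrays of the same replicate number. The deviations from the group means of same-numbered arrays correlated at 0.305, 0.24 and 0.111 across probe sets, and those of differently numbered arrays at −0.306 to 0.0972. With 3 arrays per group the deviations cancel out within each group, so positive values for same-numbered arrays bring negative ones elsewhere. The Y-linked genes Eif2s3y and Uty were lower in VDS, which arrays of the same mice leave unexplained. The pairing therefore stays an assumption.

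Gene names came from the platform annotation of 2016. Of the 7852 probe sets, 5438 have 1 gene symbol, 98 have several, 2307 have none there and 9 are control probe sets of the array. Of the 5438, 5422 were found by Entrez ID in a RefSeq gene table of GRCm38.p6, and none of their symbols differed from it. The names of the Raf1 and Serpine1 probe sets are those of Supplementary Table 1. Probe sets with several symbols named no gene, and the table covers 4092 genes. No coordinates are given, since the sources used here name no genome build for these values.

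Before the deposited values were examined, the design, the alternatives and 34 gene lists with 676 genes were fixed, and 206 of these genes have a probe set annotated to them in the table. Supplementary Table 1 and the rows of Supplementary Data 3 at hand, which hold the same comparison, had been seen by then. Named genes were those of Supplementary Table 1 (its values and the rows of Supplementary Data 3 at hand had been seen), those the paper names for WNT, KRAS, TGFβ or stem cell state, the 10 largest rises and the 10 largest falls among called genes with all VDS arrays on one side of all CDS arrays, and up to 4 genes per list with the largest moderated t. Camera and fry were not run, because the selected table gives no background, and only counts are reported. Alternatives were the mouse as a block, a second quantile normalization, median centring, cyclic loess, a filter on dim probe sets (log2 of at least 5 in at least 3 arrays, 6305 kept), plain _at probe sets only (6576), trend and robust moderation, the methods' t-test, the recovered prior, other fold change cutoffs, other choices of probe set per gene and each array left out in turn. The methods' t-test is an unmoderated, unpaired t-test with Benjamini-Hochberg adjustment. The methods name Student's t-tests for statistics in general, whereas the authors' fit of the arrays was moderated. Calculations other than limma were made in Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1. The number of arrays, 3 per group, limits the precision of each value.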

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

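All tests given here were chosen after the patterns had been seen, so each explanation they favour is a hypothesis.

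Outside growth signalling, 3 gene lists with at least 5 called genes had calls in only one direction in VDS. They were fixed before the deposited values were examined, but with rows of Supplementary Data 3 already seen. Of 21 genes for splicing factors and RNA processing in the table, 19 were called lower and none higher (17 lower over the whole array), among them Srrm2 (log2 fold change −1.98), Srsf11 (−1.87) and Tra2a (−1.63). Of 8 genes in the table that were listed as nuclear retained RNAs, 6 were lower and none higher (5 over the whole array). They included Kcnq1ot1 (log2 fold change −1.94), Neat1 (−1.82) and Gas5 (−1.66), while Malat1 and Xist were not called. Whether each listed RNA stays in the nucleus of these cells was not tested. Of 7 goblet cell genes in the table, all 7 were higher (3 over the whole array), with Zg16 at a log2 fold change of 1.01 and Muc2, the main secreted mucin, at 0.81. None of these 3 lists turned its direction under median centring, a second quantile normalization or cyclic loess, where the splicing list had 10, 21 and 21 genes lower. The goblet cell list depended on single arrays, with 3 genes called without CDS replicate 1 or CDS replicate 2, 4 without VDS replicate 1 or VDS replicate 2 or after cyclic loess, and 2 by the methods' t-test.

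Control probe sets of the array were in the table as well. The B1 and B2 repeat probe sets had log2 fold changes of −0.90 and −0.92 in VDS. The hybridization spike-ins BioC-3 and BioC-5 stood at −0.63 and −0.59 and the poly-A spike-in PheX-M at −0.61. Gapdh stood at 0.74 at its 5′ and at 0.70 at its middle probe set, the 3′ probe set of pyruvate carboxylase at 0.94 and that of the transferrin receptor at 0.59. Of these, the spike-ins and the transferrin receptor were not called with the adjustment over the whole array. Of the 2307 probe sets without a gene name, 6.42% were higher in VDS, against 58.2% of the 5438 with 1 gene name.

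The fall of unnamed probe sets, most RNAs listed as nuclear and splicing factors was weighed against technical explanations. A difference in array scaling that shifts probe sets of one brightness alike is argued against as the whole cause, because in each of 5 bins of mean intensity the named probe sets were higher more often than the unnamed, by at least 29.1 percentage points, although the lower spike-ins go with a difference in scaling as a part of it. More unspliced, nuclear or genomic sequence in the CDS material may account for the pattern, since the repeat probe sets were lower in all VDS arrays than in all CDS arrays, by −0.902 for the smaller change, that of B1, which was not called after centring on array medians, but the methods state that genomic DNA was removed, and unspliced and genomic sequence were not separated here. A difference in RNA degradation stays open, as the change of Gapdh at the 5′ probe set exceeded that at the middle one by 0.037 (SE 0.091) and the 3′ probe set is not in the table. A lower output of these RNAs in cells of villus origin also stays open and was not tested.

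Among 963 genes with at least 2 probe sets in the table, 146 (15.2%) had one called higher and another called lower, including Cdkn1a and Cd44. After a filter on dim probe sets near background, 96 of 790 genes (12.2%) were called both ways, a change too small to decide. The probe set called lower was the dimmer one in 131 of the 146 genes (median log2 intensity 5.478 against 7.613), but levels of different probe sets also depend on their probes, so dim probe sets may account for a part of the pattern and stay open. Probe sets that read introns or other transcripts stay open as well, since probe positions were not used here. Whether transcript forms differ between VDS and CDS was not tested.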

How the results depend on the processing

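Which probe sets are called depends on the adjustment, the scaling and single arrays. The replicate block (the mouse) gave 7174 called probe sets in place of 6873 and 26 genes of Supplementary Table 1 in place of 24. Beside the calls of Tgfb1 and Fos it added Tgfbr3 as higher and Tgfbi and Snai2 as lower (chosen after their values were seen) in the TGFβ lists. In all it added 5 calls among the named genes and ended none. Of 142 named genes, 127 of which were called, 34 lost their call with the adjustment over the whole array, 42 with the methods' t-test, 33 with cyclic loess, 21 with a second quantile normalization and 7 with median centring. These scalings moved the median log2 fold change of −0.637 by 0.349, 0.3 and 0.326, and since the table holds only selected probe sets they may remove real differences along with technical ones. Trend and robust moderation, the recovered prior and the restriction to plain _at probe sets left each total of called probe sets or genes within 1.5 times, although TGFβ targets called lower went from 1 to 3 with the replicate block, with the recovered prior and with plain _at probe sets. Centring on housekeeping genes was not run, as no probe set in the table is annotated to them apart from control probe sets of Gapdh, and camera and fry were not run, as the table gives no background. The number of arrays, 3 per group, limits what can be called.

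With the adjustment over the whole array, chosen after seeing the data, 15 genes of Supplementary Table 1 were called, 2 TGFβ ligands, receptors and SMADs in place of 7, 5 TGFβ targets in place of 9, 94 genes over all lists in place of 165, and 69 genes had probe sets called both ways in place of 146. Together with the replicate block, these were 9, 1, 4, 68 and 13, with 3213 probe sets and 75 named genes called. In the blocked fit the prior could not be recovered for the whole array and was estimated on the table. The methods' t-test called 4359 probe sets after Benjamini-Hochberg adjustment (5380 at the thresholds in the paper), 14 genes of Supplementary Table 1, 2 TGFβ ligands, receptors and SMADs, 5 targets, 89 list genes and 59 genes both ways. Cyclic loess gave 3756 called probe sets, 4012 at the thresholds in the paper, 12 genes of Supplementary Table 1, 4 TGFβ ligands, receptors and SMADs and 26 genes both ways. A second quantile normalization gave 4308, 4571 at the thresholds in the paper, and 34 genes both ways. Median centring gave 85 genes both ways and the filter on dim probe sets 96. A fold change of at least 2 left 2281 probe sets, 2282 without adjustment of P, 5 genes of Supplementary Table 1, 1 TGFβ ligand (Tgfb3), 1 target (Smurf1), 57 list genes, 68 named genes and 2 genes both ways, by construction. For these counts the cause was not tested otherwise.

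Leaving out each array in turn gave 4464 to 6829 called probe sets, 13 to 20 genes of Supplementary Table 1, 0 to 8 TGFβ ligands, receptors and SMADs, 4 to 11 targets, 90 to 170 list genes and 47 to 148 genes both ways. The lowest values were those without CDS replicate 1, except for the genes both ways, which were lowest without VDS replicate 2. Without VDS replicate 2, 14 genes of Supplementary Table 1 were called. Of the TGFβ ligands, receptors and SMADs, 4 were called without CDS replicate 3 or VDS replicate 2 and 2 without VDS replicate 3. Genes called both ways numbered 53 without CDS replicate 1, 62 without CDS replicate 2 and 84 without VDS replicate 3. Fewer arrays also lower the power.

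With the mean of all probe sets of a gene, or its probe set of largest change, the direction turned for 4 named genes, and Cdkn1a also has probe sets called both ways. Cd44 had a log2 fold change of −0.016 with the mean of its probe sets and of −0.69 at the probe set of largest change, Maf of 0.26 and 1.14, Spred2 of −0.040 with the mean, and Adam10 of −1.12 at the probe set of largest change.

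Among 10 splits of the 6 arrays into 3 and 3, the real 1 called 6873 probe sets and the highest other 6. With 10 splits no share under 0.05 can be had, and the table was selected on the real split.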

Other observations

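Beyond growth signalling, of 8 proximal small intestine genes in the table, 4 were higher and 1 lower, and with the adjustment over the whole array 3 and 1 (7 and 1 after centring on array medians, 6 and 1 after a second quantile normalization, 5 and 1 after cyclic loess), led by Pdx1, the brush border ferric reductase Cybrd1 (log2 fold change 2.28) and the iron exporter Slc40a1 (1.06), while Fabp1, a fatty acid binding protein of enterocytes, fell by 2.09. Of 3 distal small intestine genes in the table, Osr2 alone was called, lower (log2 fold change −0.94), but not over the whole array, without CDS replicate 2, CDS replicate 3 or VDS replicate 3, nor after centring on array medians, a second quantile normalization or cyclic loess. Hoxb5 and Hoxb6, chosen after their values were seen, fell by 1.53 and 2.04. Among the 10 largest rises were Cldn18 and Ctse, both highly expressed in stomach (log2 fold changes 2.21 and 2.11), and Defa39, a Paneth cell defensin (2.29). Of enterocyte genes 5 were higher and 3 lower of 8 in the table (2 and 2 over the whole array), with Anpep at 1.22, and those higher were 2 without CDS replicate 1, 1 without CDS replicate 2 or VDS replicate 2 and 3 without VDS replicate 3. Both Paneth cell genes in the table, Ang4 (1.15) and Lyz1 (0.82), were higher, but neither was called by the methods' t-test, and Lyz1 was not called over the whole array, without CDS replicate 2 or VDS replicate 2, or after a second quantile normalization or cyclic loess. Of 11 intestinal stem cell genes 5 were higher and 5 lower, but 1 and 4 over the whole array and 0 and 4 after a second quantile normalization and 0 and 5 after cyclic loess, and higher calls were 0 without CDS replicate 1 (also 0 at an unadjusted p under 0.05 from limma), 3 without VDS replicate 1 and 1 without CDS replicate 2, VDS replicate 2 or VDS replicate 3, with Ascl2 at 0.59 and Msi1 at −1.43, and Olfm4 varied too widely between arrays to be called (0.93, SE 1.15, adjusted p = 0.436 from limma).

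Hypoxia and glycolysis genes were mostly higher, 7 of 10 in the table against 1 lower (5 and 1 over the whole array), with P4ha1 at a log2 fold change of 1.02 and Tpi1 at 0.90, but 2 were higher and 1 lower after cyclic loess, and 4 were higher without CDS replicate 1 and 3 without CDS replicate 2. Of 11 foetal and regenerative genes in the table 6 were higher and 1 lower, among them Ereg and F3 (0.94), with Anxa1 at −1.53, and over the whole array 1 and 1 (2 and 1 without CDS replicate 1, 4 and 2 without VDS replicate 3). Of 8 cholesterol synthesis genes 5 were higher and 3 lower, with Mvd at 0.78 and Cyp51 at −1.02 (2 and 1 over the whole array and without CDS replicate 1 or CDS replicate 2, 3 and 3 without VDS replicate 1, 2 and 2 without VDS replicate 2, 5 and 1 without VDS replicate 3 or after centring on array medians, 2 and 2 after a second quantile normalization, 1 and 2 after cyclic loess). Epithelial identity genes had 3 higher and 1 lower of 5 (1 and 1 over the whole array and without CDS replicate 1, CDS replicate 2, VDS replicate 2 or VDS replicate 3), with Elf3 at 0.99 and Cdx2 at −0.84. Rps18 and Rpsa, the 2 ribosomal protein genes in the table of 27 listed, fell by 2.06 and 1.08, both also called over the whole array. Of 3 immune genes in the table, all 3 were higher, Cd68 (0.91), Lyz2 (1.02) and Cd14 (0.62, not called over the whole array), whereas of 20 fibroblast and smooth muscle genes Vim was lower (−1.38, not called over the whole array) and Myh11 had −0.73 without a call (adjusted p = 0.074 from limma, 0.0382 with the mouse as a block), and no probe set was annotated to an endothelial gene of the 12 listed. Among immediate early and heat shock genes Hspb1 was higher (0.94) and Egr1 and Hspa8 lower (−1.13 and −1.51) of 6, with Hspa8 alone called over the whole array. Of the 18 housekeeping genes none had a probe set annotated to it. Single genes were called, each in 1 direction, in the enteroendocrine (Neurog3 0.74), tuft (Hpgds −1.05), interferon (Rsad2 0.61) and oxidative phosphorylation (Atp5c1 −1.30) lists, and of these Hpgds alone over the whole array. When adjusted over the list alone, no enteroendocrine, interferon or fibroblast gene was called by limma, 4 epithelial identity genes were higher in place of 3, and the counts of the other lists were the same. Of the sex linked genes Eif2s3y (−1.68) and Uty (−0.73, not called over the whole array) were lower, although CDS and VDS of each replicate number were taken to come from the same mouse. Hspb1, Vim, Neurog3, Rsad2, Atp5c1, Uty and Cd14 were not called without CDS replicate 1, and each also lost its call without at least 1 other array.

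The regional pattern was noticed first and tested on the same data, so it is a hypothesis. If villi and crypts came from different lengths of the small intestine, called proximal genes would be higher and called distal genes lower. The called genes, 4 higher and 1 lower against 0 and 1, were too few to decide (Fisher's exact test, two-sided, p = 0.333), after any of the 3 scalings no distal gene was called to compare, and the fall of Fabp1 runs against the other proximal genes. With the mouse as a block, 5 proximal genes were higher and 1 lower, against 0 and 2 distal genes, and those counts were not tested. Sampling of different lengths of intestine stays open, as does a change of regional programme with villus origin, which was not tested.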
